# The transcription factor Xrp1 is required for PERK-mediated antioxidant gene induction in *Drosophila*

**DOI:** 10.7554/eLife.74047

**Published:** 2021-10-04

**Authors:** Brian Brown, Sahana Mitra, Finnegan D Roach, Deepika Vasudevan, Hyung Don Ryoo

**Keywords:** unfolded protein response, antioxidant response, PERK, Xrp1, ATF4, *Drosophila*, *D. melanogaster*

## Abstract

PERK is an endoplasmic reticulum (ER) transmembrane sensor that phosphorylates eIF2α to initiate the Unfolded Protein Response (UPR). eIF2α phosphorylation promotes stress-responsive gene expression most notably through the transcription factor ATF4 that contains a regulatory 5’ leader. Possible PERK effectors other than ATF4 remain poorly understood. Here, we report that the bZIP transcription factor Xrp1 is required for ATF4-independent PERK signaling. Cell-type-specific gene expression profiling in *Drosophila* indicated that delta-family glutathione-S-transferases (*gstD*) are prominently induced by the UPR-activating transgene *Rh1^G69D^. Perk* was necessary and sufficient for such *gstD* induction, but *ATF4* was not required. Instead, *Perk* and other regulators of eIF2α phosphorylation regulated Xrp1 protein levels to induce *gstDs*. The *Xrp1* 5’ leader has a conserved upstream Open Reading Frame (uORF) analogous to those that regulate *ATF4* translation. The *gstD-GFP* reporter induction required putative Xrp1 binding sites. These results indicate that antioxidant genes are highly induced by a previously unrecognized UPR signaling axis consisting of PERK and Xrp1.

## Introduction

The endoplasmic reticulum (ER) is the site where most membrane and secretory proteins undergo folding and maturation. This organelle contains an elaborate network of chaperones, redox buffers, and signaling mediators, which work together to maintain ER homeostasis. When the amount of misfolded or nascent proteins exceeds the folding capacity of a given cell, the ER initiates a gene expression regulatory program that is referred to as the Unfolded Protein Response (UPR) (Karagöz et al., 2019; Walter and Ron, 2011).

The ER also represents an important nexus between protein folding and oxidative stress. The ER maintains an oxidizing environment for the formation of intra- and intermolecular disulfide bonds that contribute to the oxidative folding of client proteins. A product of this reaction is hydrogen peroxide (Gross et al., 2006; Tu and Weissman, 2004; Tu and Weissman, 2002), and excessive protein misfolding in the ER can cause the accumulation of reactive oxygen species (ROS). Consistently, genes involved in redox homeostasis are induced in response to ER stress (Cullinan et al., 2003; Harding et al., 2003; Malhotra et al., 2008; Mukaigasa et al., 2018).

In metazoans, there are three evolutionarily conserved branches of the UPR initiated by the ER transmembrane proteins IRE1, PERK (PKR-like ER Kinase, also known as Pancreatic ER Kinase (PEK)), and ATF6 (Walter and Ron, 2011). The best studied downstream effectors of IRE1 and PERK signaling are the bZIP family transcription factors XBP1 and ATF4, respectively. Once activated in response to ER stress, these transcription factors induce the expression of genes involved in ER quality control, antioxidant response, and amino acid transport (Han et al., 2013; Harding et al., 2003; Walter and Ron, 2011). The *Drosophila* genome encodes mediators of all three branches of the UPR, and the roles of the IRE1-XBP1 and PERK-ATF4 branches in *Drosophila* development and tissue homeostasis have been established (Mitra and Ryoo, 2019; Ryoo, 2015).

The PERK branch of UPR draws considerable interest in part because its abnormal regulation underlies many metabolic and neurodegenerative diseases (Delépine et al., 2000; Ma et al., 2013; Pennuto et al., 2008). Stress-activated PERK is best known to initiate downstream signaling by phospho-inhibiting the translation initiation factor eIF2α (Harding et al., 1999; Shi et al., 1998). While most mRNA translation becomes attenuated under these conditions, ATF4 protein synthesis increases to mediate a signaling response. Such ATF4 induction requires ATF4’s regulatory 5’ leader sequence that has an upstream Open Reading Frame (uORF) that overlaps with the main ORF in a different reading frame. This overlapping uORF interferes with the main ORF translation in unstressed cells. (Harding et al., 2000; Kang et al., 2015; Vattem and Wek, 2004). But eIF2α phosphorylation causes the scanning ribosomes to bypass this uORF, ultimately allowing the translation of the main ORF assisted by the noncanonical translation initiation factors eIF2D and DENR (Bohlen et al., 2020; Vasudevan et al., 2020). The literature also reports PERK effectors that may be independent of ATF4. These include a small number of factors that are translationally induced in parallel to ATF4 in stressed mammalian cells (Andreev et al., 2015; Baird et al., 2014; Palam et al., 2011; Zhou et al., 2008). Compared to the ATF4 axis, the roles of these ATF4-independent PERK effectors remain poorly understood.

Here, we report that a previously uncharacterized UPR signaling axis is required for the expression of the most significantly induced UPR targets in the larval eye disc of *Drosophila melanogaster*. Specifically, glutathione-S-transferases (*gstD*s) were among the most significantly induced UPR target genes in *Drosophila*. We further show that such *gstD* induction was dependent on *Perk*, but did not require *crc,* the *Drosophila* ortholog of ATF4. Instead, this response required *Xrp1*, which encodes a bZIP transcription factor with no previously established connections to the UPR. Together, these findings suggest that PERK-Xrp1 forms a previously unrecognized signaling axis that mediates the induction of the most highly upregulated UPR targets in *Drosophila*.

## Results

### RNA-sequencing reveals upregulation of antioxidant genes in response to ER stress

The *Drosophila* eye imaginal disc has been used as a platform to study ER stress responses (Kang and Ryoo, 2009; Kang et al., 2012; Ryoo et al., 2007), but the global transcriptional changes associated with ER stress have not been thoroughly investigated in this context. To probe these changes in an unbiased approach, we performed RNA-seq on control and ER-stressed third instar eye imaginal discs. 

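Nuclear RNA from 3 control and 3 *GMR > Rh1 G69D* samples was sequenced as paired-end reads of 50 bp. In *GMR > Rh1 G69D* discs, the eye-specific driver *GMR-Gal4* expressed a misfolding mutant of Rhodopsin-1 in the cells behind the morphogenetic furrow. In both genotypes it also expressed EGFP::Msp300 KASH, a nuclear envelope tag by which the nuclei were isolated (Figure 1A). Each sample was a separate pool of discs from about 100 larvae, so samples with the same number in the 2 genotypes came from different animals. About 1.5 ng of total RNA per sample was depleted of ribosomal RNA before sequencing. The authors aligned the reads to dm6 with STAR and counted them on annotated genes with featureCounts. They deposited these counts without normalization, and also as normalized counts and as FPKM. The total on genes ranged from 21773452 to 30884519 counts per library, with a median of 30641408 in controls and 23080759 in *GMR > Rh1 G69D* samples. Ribosomal RNA genes took between 7.70% and 20.5% of the counts of a library. The raw counts were compared between the genotypes with edgeR's quasi-likelihood test after TMM normalization, and p-values were adjusted by the Benjamini-Hochberg method over the 11818 genes with enough counts to test. CPM are counts scaled to the normalized size of a library. Pearson correlations of log2 CPM across these genes, which are not independent replicates, were 0.941 to 0.944 within controls, 0.940 to 0.958 within *GMR > Rh1 G69D* samples and 0.892 to 0.956 between the genotypes. The first principal component held 45.6% of the variance. On a scale with 0 at the mean of the controls and 1 at the mean of the *GMR > Rh1 G69D* samples, control replicates 1 and 2 lay at -0.21 and -0.19 and control replicate 3 at 0.40. A two-sided exact permutation test of a single value cannot give a p under 0.1 with 3 samples per genotype.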

To genetically impose ER stress in this tissue, we misexpressed a mutant allele of Rhodopsin-1 (Rh1), a multipass membrane protein that is synthesized in the ER (O’Tousa et al., 1985; Zuker et al., 1985). The mutant allele *Rh1^G69D^* has been used as a potent genetic inducer of ER stress and UPR signaling (Colley et al., 1995; Kang and Ryoo, 2009; Kurada and O’Tousa, 1995; Ryoo et al., 2007). We chose to drive the expression of *Rh1^G69D^* in eye discs posterior to the morphogenetic furrow using Gal4 driven by the synthetic Glass Multiple Repeat promoter (henceforth referred to as *GMR > Rh1^G69D^*) (Brand and Perrimon, 1993; Freeman, 1996). 

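Rh1 is encoded by *ninaE*, which lies on the minus strand of chromosome 3R of dm6 from 19886255 to 19888206. Counts on *ninaE* do not separate the transgene from the endogenous gene. In *GMR > Rh1 G69D* libraries *ninaE* had 3840, 3987 and 5115 counts, or 180 ± 37.1 CPM (SD, n = 3). In the controls it had 63, 1222 and 65 counts, or 14.1 ± 19.8 CPM (SD, n = 3), and most of this spread came from replicate 2. The log2 fold change was 3.66 (standard error 0.80, 95% confidence interval 1.92 to 5.40), with an adjusted p of 0.0210 from edgeR's test with Benjamini-Hochberg adjustment. Over the 20 alternatives the adjusted p ranged from 1.13e-06 to 0.208, the latter with edgeR's robust dispersion estimate, and *ninaE* passed the threshold in 15 of them, DESeq2 (0.0199) and the replicate block (0.00344) included.

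**Figure D1:**
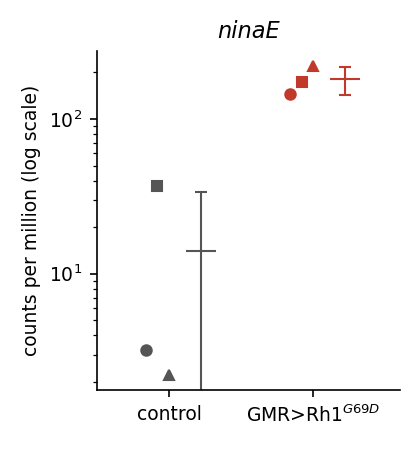
CPM of *ninaE* in each library on a log scale, with circles, squares and triangles for replicates 1, 2 and 3, and the mean and SD of each genotype beside them (n = 3). The SD of the controls exceeds their mean, so its lower bar leaves the axis, and control replicate 2 lies at 36.9 CPM, between the other controls and the *GMR > Rh1 G69D* libraries.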

To profile gene expression specifically in these cells, we simultaneously drove the expression of nuclear envelope-localized *EGFP::Msp300^KASH^* (Hall et al., 2017; Ma and Weake, 2014), enabling us to isolate only EGFP-labeled nuclei for further analysis (Figure 1A) (see Materials and methods). We confirmed successful enrichment of EGFP expressing nuclei through qRT-PCR and imaging (Figure 1B and C), and prepared total RNA from them for RNA-seq. 

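Of the 11818 genes tested, 586 differed between the genotypes at an adjusted p under 0.05. Of these, 146 were higher and 440 lower in *GMR > Rh1 G69D* samples. At an unadjusted p under 0.05 there were 2811 genes. The median log2 fold change of all tested genes was 0.04. With DESeq2, the authors' tool, 1464 genes passed, 507 of them higher and 957 lower. The choice of libraries moved the number more, from 83 genes without both samples of replicate 1 to 2504 genes without control replicate 3. The genes named here had the largest changes among those past the threshold with an average log2 CPM of at least 3, no overlap between the genotypes and a coefficient of variation of FPKM of at most 0.3 in the genotype where they were higher. After *gstD1*, the largest increase was that of *ImpL3*, annotated as *Ldh* on chromosome 3L from 6259105 to 6262694, with a log2 fold change of 4.58 (standard error 0.33, adjusted p = 2.62e-05 from edgeR's test with Benjamini-Hochberg adjustment). *CG6912*, which shares exon sequence with an RNA gene on the same strand, increased by 2.83. The largest decreases by this rule were those of *CR46261* (-3.54), which overlaps *CG34377* on the other strand, *Gyc32E* (-3.38), *CG1850* (-3.20), *chp* (-3.20) and *CG45105* (-3.18). The part of Supplementary file 1 that could be read lists 1999 of the paper's 7016 genes. It holds 100 of the 146 genes higher and 356 of the 440 genes lower, each with the same direction. A list of 24 ER chaperone and quality-control genes had a median log2 fold change of 0.34, and 22 of the genes were above 0 (p = 8.74e-05, two-sided set test with limma's camera with an inter-gene correlation of 0.01). With that correlation estimated from the data, p was 0.246. *BI-1* (1.01) and *Sec61beta* (0.84) passed the threshold over all genes, and *Der-1* (0.89) and *Sec61gamma* (0.94) passed it in addition when p-values were adjusted over the list alone. Over all genes, 4 genes of this list passed with DESeq2 and 7 without control replicate 3, while 0 passed without control replicate 1 and 4 had an unadjusted p under 0.05 there. *Hsc70-3*, which encodes the chaperone BiP, changed by 0.49 (standard error 0.22, adjusted p = 0.207) and *Xbp1* by 0.41, and neither passed. Without control replicate 3, *Xbp1* changed by 0.60 and passed (adjusted p = 0.0285 from edgeR's test). *Hsc70-3* passed in 0 of the 20 alternatives.

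**Figure D2:**
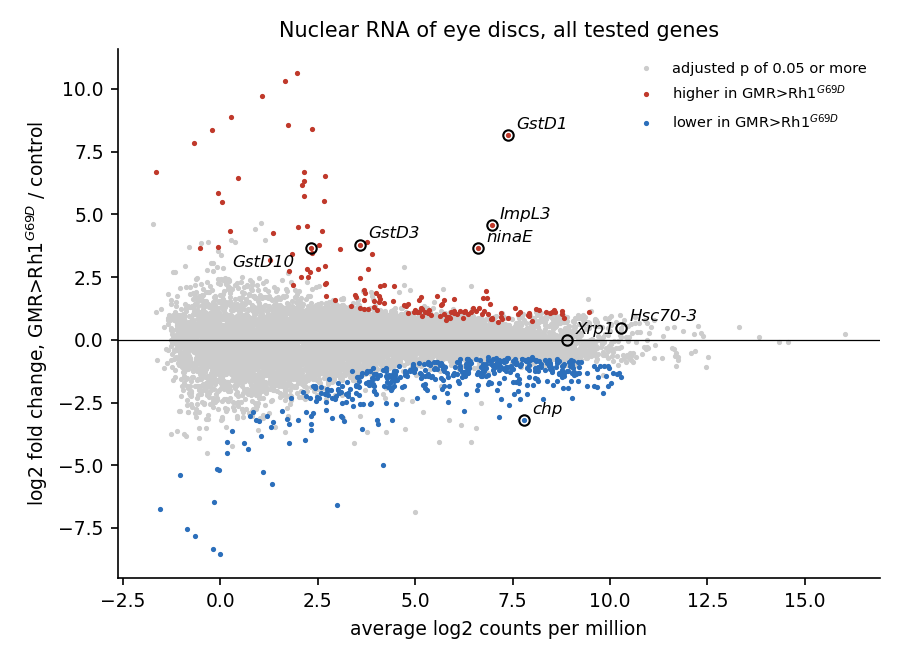
Log2 fold change of each tested gene between *GMR > Rh1 G69D* and control libraries against its average log2 CPM. Genes past an adjusted p of 0.05 are red where higher (146) and blue where lower (440), and 8 genes are circled and named.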

The resulting RNA-seq data was subjected to differential expression analysis to identify genes induced by ER stress (Supplementary file 1). The full results of our RNA-seq experiment are available through the Gene Expression Omnibus (GEO; accession number GSE150058).

**Figure 1.**
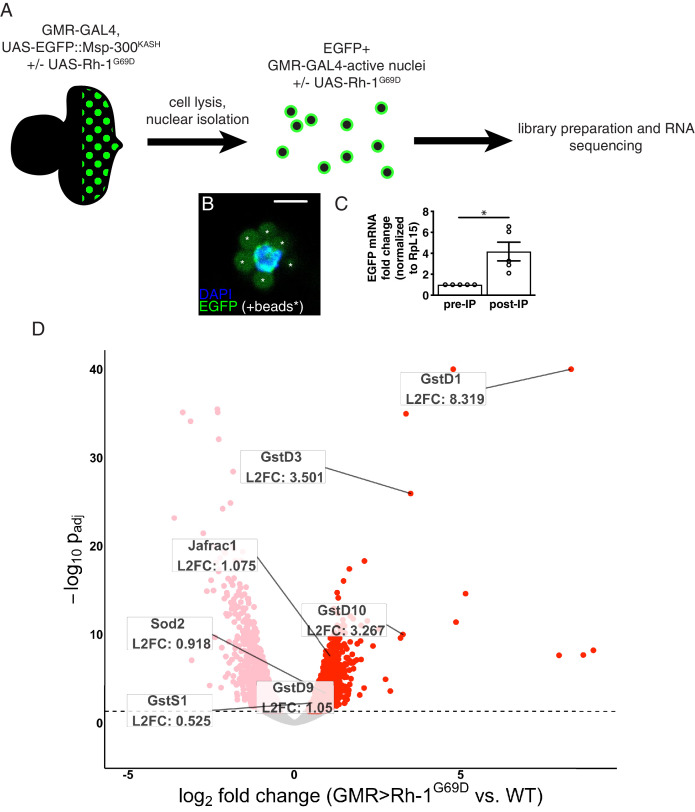
*RNA-sequencing reveals upregulation of antioxidant genes in response to ER stress*. (**A**) Workflow for isolation of tagged nuclei from eye imaginal discs and preparation of total RNA for transcriptional profiling. (**B**) A representative image of an isolated, EGFP-tagged nucleus. Asterisks label auto-fluorescent anti-EGFP-coupled beads. Scale bar = 5 µm. (**C**) Representative qRT-PCR of pre- and post-isolation disc nuclei showing a significant enrichment of EGFP mRNA following isolation. The error bar represents standard error (SE). Statistical significance was assessed through a two tailed t-test. * = p < 0.05. (**D**) Volcano plot of genes differentially expressed in the presence or absence of *Rh1^G69D^* expression. Genes significantly up/downregulated in response to *Rh1^G69D^* are shown in red and pink, respectively. A select set of antioxidant genes induced by *Rh1^G69D^* are labeled with their log_2_ fold change values. Note: -log_10_ p_adj_ of *gstD1* exceeded the bounds of the graph (180) and was constrained to the maximum displayed value of 40 for readability.

**Figure 1—figure supplement 1.**
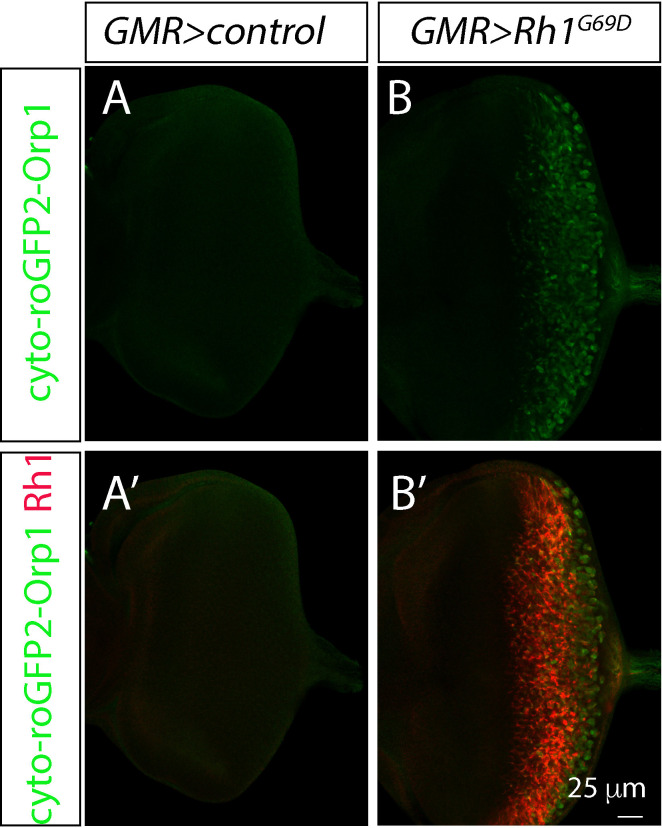
*Evidence for ROS build up in eye discs expressing Rh1^G69D^*. Representative eye imaginal discs expressing the cytosolic ROS sensor cyto-roGFP2-Orp1. The expression of this reporter was driven by *GMR-Gal4* either alone (**A**), or together with *UAS-Rh1^G69D^*. (**A, B**) show GFP single channel images, and (**A’, B’**) show merged channels with anti-Rh1 (red).

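The paper's text names some of the genes behind the GO terms but not all, so gene lists fixed by symbol were tested instead. The first list held the glutathione S-transferase genes of the delta, epsilon, omega, sigma, theta and zeta classes, of which 30 of 35 had enough counts to test. Their median log2 fold change was 0.62, and 26 of them were above 0 (n = 30 genes, p = 1.10e-09, two-sided set test with limma's camera). Without control replicate 3, which moved the median most, it was 0.95. With the inter-gene correlation estimated from the data, p was 0.0238. *GstD1*, *GstD3* and *GstD10* passed the threshold over all tested genes. With DESeq2, 5 genes of the list passed as higher and 1 as lower, without control replicate 3 it was 12 and 1, and without both samples of replicate 3 it was 7 higher. The gene length correction, with and without the replicate block, gave 3 higher and 1 lower, limma gave 4 higher, and the remaining alternatives 3 higher. With p-values adjusted over the list alone, 6 genes passed as higher and 1 as lower. The odds of being among the 146 genes higher were 9.05 times those of other tested genes (two-sided Fisher's exact test, p = 0.00587). Camera compares the genes of a list with all other tested genes, so its p does not rest on the number of samples alone. The second list held superoxide dismutases, catalase, peroxiredoxins, thioredoxins and their reductases, glutaredoxins, protein disulfide isomerases and enzymes of glutathione synthesis. It also held *Ccs*, *GILT1*, *PHGPx* and *Ero1L*. *Pdi*, *ERp60*, *CaBP1*, *prtp* and *Ero1L* were in the list of ER chaperone and quality-control genes as well, so the results of these lists are not independent. Of the 28 genes of the second list 25 were tested, with log2 fold changes from -1.27 to 0.82. Their median was 0.50, and 23 were above 0 (n = 25 genes, p = 6.60e-05, two-sided set test with limma's camera). Without control replicate 3 the median was 0.77, and without both samples of replicate 1 it was 0.37. The number of these genes past the threshold was 0, both over all genes and over the list alone, and 9 had an unadjusted p under 0.05. Over all genes, 3 of them passed with DESeq2, 1 with a replicate block, 1 with limma on the normalized counts, 6 without both samples of replicate 3 and 11 without control replicate 3. With the inter-gene correlation estimated from the data, p for this list was 0.238.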

Gene Ontology (GO) term analysis of the RNA-seq data indicated that genes related to glutathione metabolism (p = 2.08*10^–4^) and cell redox homeostasis (p = 3.29*10^–6^) were noticeably enriched in *GMR > Rh1^G69D^* samples. 

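*GstD1* lies on the minus strand of chromosome 3R of dm6 from 12367817 to 12369268 and shares no exon sequence with another annotated gene. The interval between *GstD1* and *GstD2*, which are transcribed away from each other, is 2702 bases long. *GstD1* had 28, 22 and 43 counts in the controls and 8129, 8148 and 7739 counts in *GMR > Rh1 G69D* libraries. These correspond to 1.19 ± 0.452 CPM (SD, n = 3) and 333 ± 23.9 CPM (SD, n = 3). The log2 fold change was 8.15 (standard error 0.32, 95% confidence interval 7.46 to 8.85), a 285-fold difference. The adjusted p was 3.59e-08 from edgeR's test with Benjamini-Hochberg adjustment, the smallest of all tested genes. By log2 fold change *GstD1* ranked 8 of 11818, behind genes that were nearly absent from the controls. Across all alternative settings the log2 fold change ranged from 7.47 to 8.39 and the adjusted p from 1.04e-172, with DESeq2, to 3.30e-05, and *GstD1* held rank 1 by p in each. The other delta genes together, on which shared reads could have been counted, had 10.0 to 17.3 CPM in the controls, against at least 309 CPM of *GstD1* in *GMR > Rh1 G69D* libraries. By the paper's reported qRT-PCR of whole discs (Figure 5E, Supplementary file 2), *gstD1* increased by a mean of 4.25-fold (SD 3.22, n = 7 experiments).

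**Figure D3:**
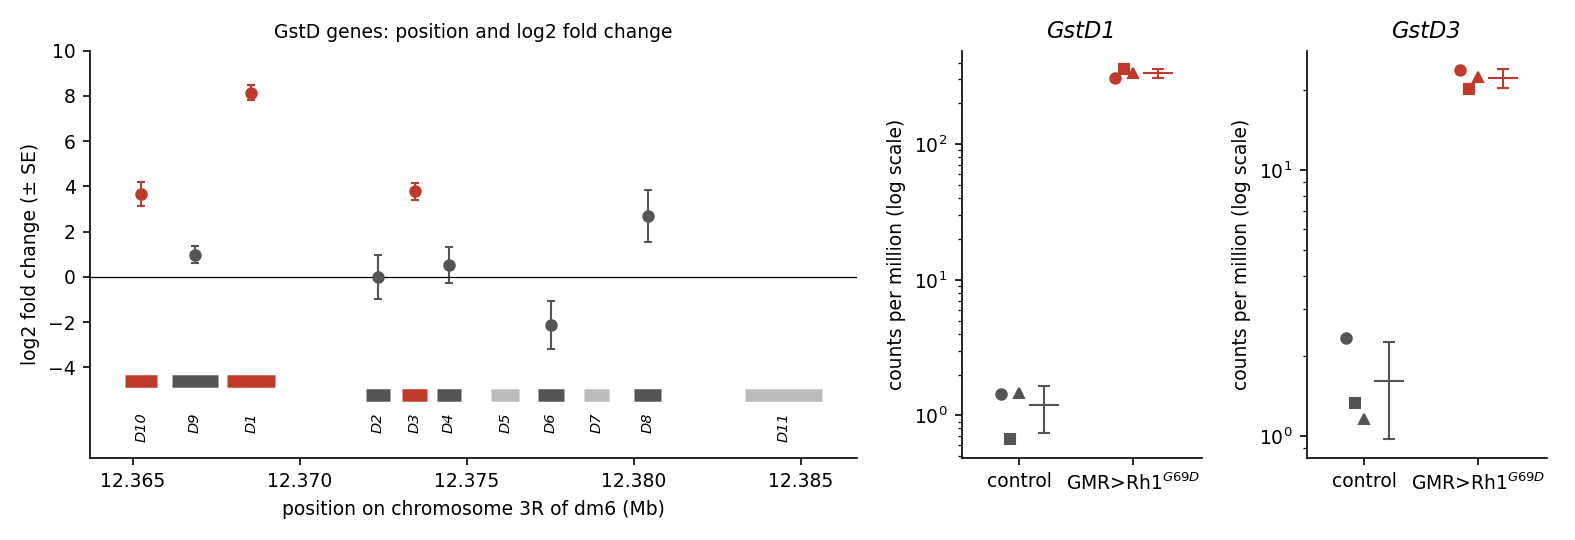
The delta genes on chromosome 3R, drawn to scale below their log2 fold changes and standard errors (n = 3 per genotype), and CPM of *GstD1* and *GstD3* in each library on log scales with the mean and SD beside them. Red marks genes past an adjusted p of 0.05 and light gray genes with too few counts to test, the upper row of bars is the minus strand, and circles, squares and triangles are replicates 1, 2 and 3.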

Among this group, the most significantly upregulated gene was the delta family glutathione-S-transferase *gstD1* (Figure 1D). Other notable genes induced by ER stress included the superoxide dismutase *Sod2*, the peroxiredoxin *Jafrac1* as well as multiple other glutathione-S-transferase genes. These findings were suggestive of an antioxidant response. 

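*Sod2* (chromosome 2R, 16772785 to 16773915) had 43.0 ± 6.91 CPM in *GMR > Rh1 G69D* libraries and 25.3 ± 9.63 CPM in controls (SD, n = 3 each). Its log2 fold change was 0.76 (standard error 0.29, adjusted p = 0.140 from edgeR's test with Benjamini-Hochberg adjustment), and the 2 genotypes overlapped. *Jafrac1*, annotated as *Prx2* (chromosome X, 13329824 to 13331994), had 230 ± 18.2 CPM against 130 ± 52.3 CPM (SD, n = 3 each). Its log2 fold change was 0.82 (standard error 0.25, adjusted p = 0.0809 from edgeR's test). All *GMR > Rh1 G69D* libraries lay above all controls for *Jafrac1*. Its adjusted p was under 0.05 with DESeq2 (0.0315), with a replicate block (0.0376) and with limma on the authors' normalized counts (0.0461). *GstD3* increased by 3.79 on the log2 scale (standard error 0.38, adjusted p = 0.000353 from edgeR's test), from 1.61 ± 0.638 to 22.1 ± 1.81 CPM (SD, n = 3 each). *GstD10* increased by 3.66 (standard error 0.54, adjusted p = 0.00297 from edgeR's test), from 0.735 ± 0.383 to 9.16 ± 0.314 CPM (SD, n = 3 each). *GstD9* changed by 0.97 (standard error 0.37, adjusted p = 0.141) and *GstS1* by 0.39 (standard error 0.22, adjusted p = 0.294). *Sod2*, *GstD9* and *GstS1* did not pass the threshold with all 6 libraries. In the paper's reported qRT-PCR of whole discs, *GstD9* increased by a mean of 3.63-fold (n = 5 experiments). *Jafrac1* increased there by 2.09-fold and *Sod2* by 1.50-fold (n = 7 experiments each). In the controls, replicate 3 had the highest CPM of *Sod2*, *Jafrac1*, *GstD9* and *GstS1*. Without it the 4 genes passed, with adjusted p of 0.0191, 0.00252, 0.0280 and 0.0338. From the increase of *gstD1*, *Sod2*, *Jafrac1* and other glutathione-S-transferase genes, the paper proposes that ER stress induces an antioxidant response.

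**Figure D4:**
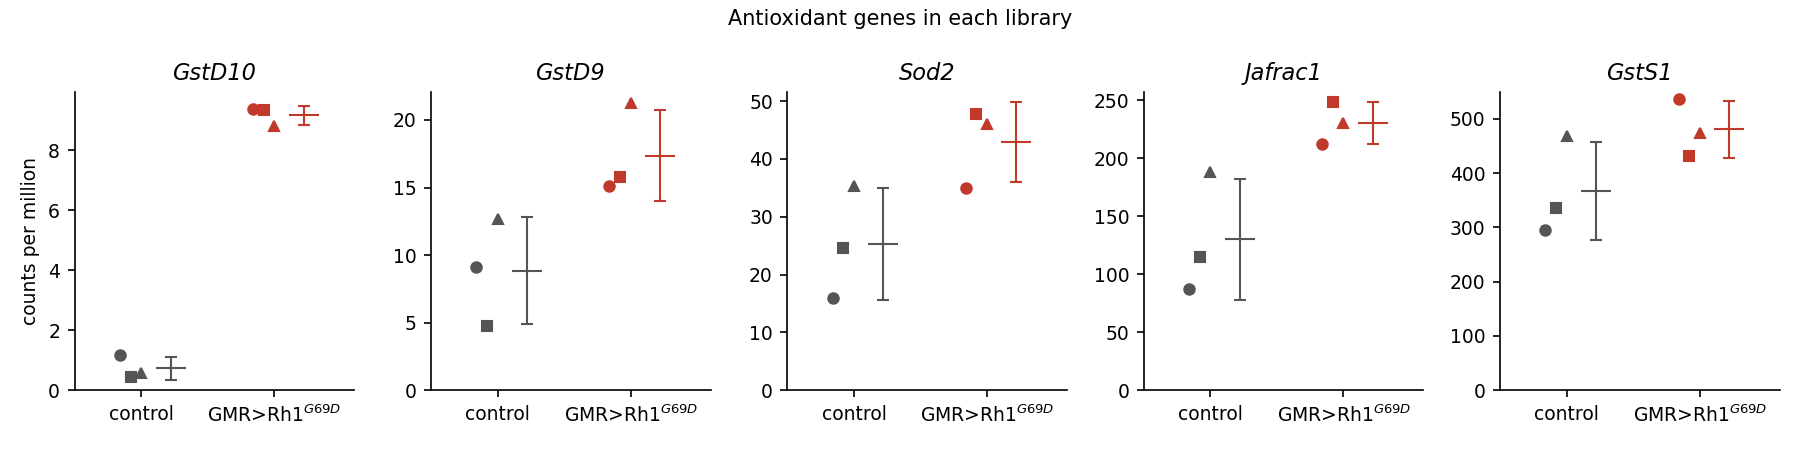
CPM of 5 antioxidant genes in each library, with circles, squares and triangles for replicates 1, 2 and 3 and the mean and SD of each genotype beside them (n = 3). Control replicate 3, the triangle, is the highest control for *GstD9*, *Sod2*, *Jafrac1* and *GstS1*.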

Consistently, we found that *GMR > Rh1^G69D^* discs showed signs of ROS accumulation. Specifically, the ROS sensitive reporter cyto-roGFP2-Orp1 that gains fluorescence upon ROS-initiated Orp1 oxidation (Albrecht et al., 2011) was activated in *GMR > Rh1^G69D^* but not in control eye imaginal discs (Figure 1—figure supplement 1). These observations prompted us to investigate the link between ER stress and antioxidant gene expression.

### ER stress induces *gstD-GFP* expression in *Drosophila* imaginal discs

To validate our RNA-seq findings, we utilized a transgenic reporter of *gstD1* expression, *gstD-GFP*, in which a regulatory DNA sequence between the *gstD1* and *gstD2* genes drives the expression of GFP (Figure 2A; Sykiotis and Bohmann, 2008). While control discs expressing *lacZ* (*GMR > lacZ*) showed no discernible *gstD-GFP* expression in the posterior eye disc (Figure 2B and D), we observed marked induction of *gstD-GFP* in *GMR > Rh1^G69D^* discs (Figure 2C and D), in agreement with our RNA-seq results.

**Figure 2.**
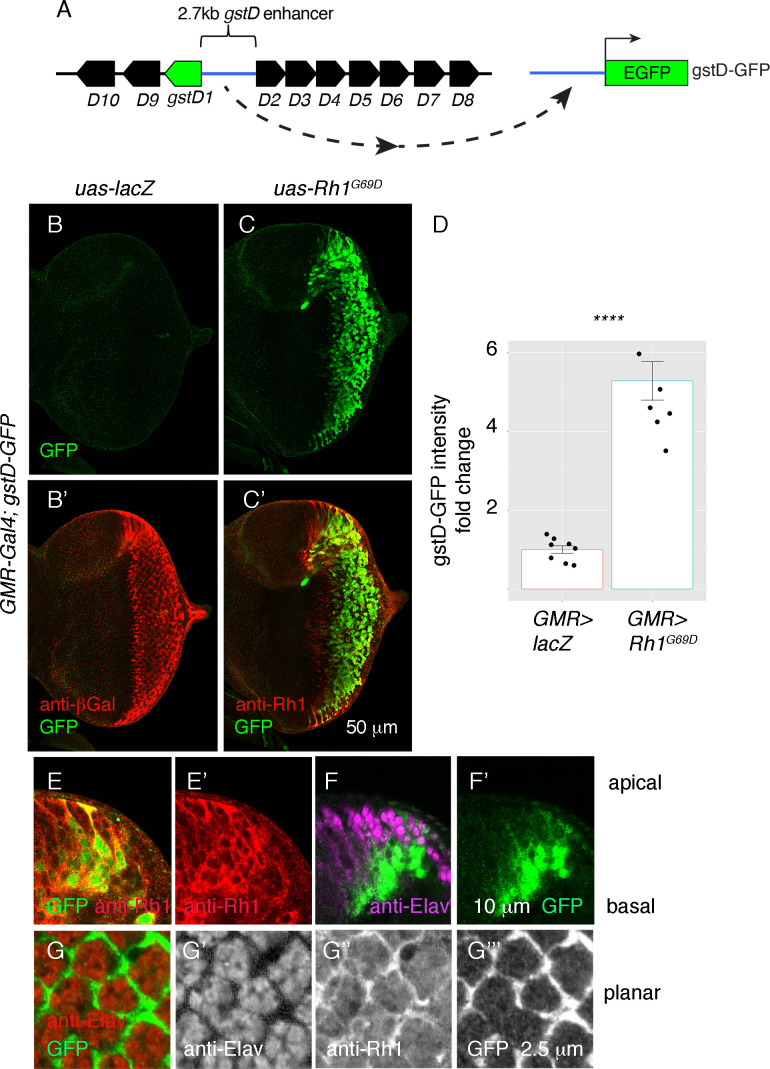
*ER stress induces gstD-GFP expression in the eye imaginal disc*. (**A**) Schematic of the *gstD-GFP* reporter and the *gstD* locus, which encodes multiple *gstD* isozymes in close proximity to the 2.7 kb *gstD1*/*gstD2* intergenic enhancer (scale is approximate). (**B–C**) Planar views of *gstD-GFP* larval eye discs also expressing either *lacZ* or *Rh1^G69D^* driven by *GMR-Gal4*. (**B’, C’**) show merged images of discs with *gstD-GFP* expression in green, and Rh1 or lacZ in red. (**B, C**) show only the green channel. Anterior is to the left and posterior to the right. Scale bar = 50 μm. (**D**) Quantification of gstD-GFP pixel intensity fold change from eye discs with the indicated genotypes. Statistical significance based on t test (two tailed). **** = p < 0.0001. (**E, F**) A magnified view of *GMR > Rh1^G69D^* eye discs in apico-basal orientation. gstD-GFP signals are marked in green. (**E**) Posterior eye disc double labeled with anti-Rh1 (red). (**F**) An equivalent region labeled with anti-Elav antibody that marks photoreceptors (magenta). Scale bar = 10 μm (**G**) A magnified view of *GMR > Rh1^G69D^* eye discs in planar orientation with gstD-GFP (green) and anti-Elav labeling (red). Individual channels are shown separately in (G’ – G’’’). Scale bar = 2.5 µm.

**Figure 2—figure supplement 1.**
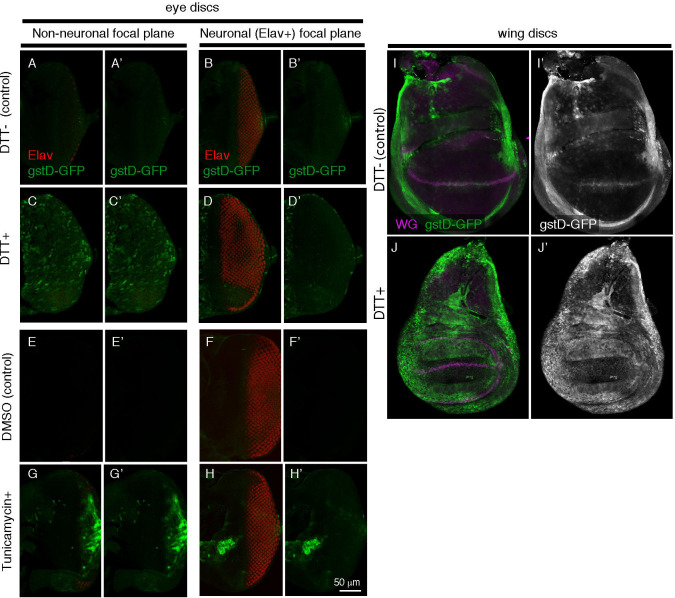
*gstD-GFP induction by ER-stress causing chemicals*. *gstD-GFP* transgenic larval imaginal discs, imaged for gstD-GFP (green). (**A–D**) Representative images of eye imaginal discs incubated in control culture media (**A, B**), or with that containing the ER-stress-causing chemical DTT (**C, D**). Anti-Elav (red) labeling shows photoreceptor nuclei. Shown are images of two different focal planes: (**A, C**) The support cell layer focal plane that does not include Elav-positive nuclei. (**B, D**) The Elav-positive focal plane. Note that gstD-GFP is induced primarily in the Elav-negative cell layer. (**E, H**) Eye discs incubated with tunicamycin dissolved in DMSO (**G, H**), or just with DMSO (**E, F**). Shown are two different focal planes, the Elav-negative (**E, G**) and Elav-positive cell layers (**F, H**). (**I, J**) Wing imaginal discs incubated with control culture media (**I**), or with media containing 2 mM DTT for 4 hr (**J**). Anti-Wg (magenta) was used for counterstaining. (**A’, B’, C’, D’, E’, F’, G’, H’, I’, J’**) gstD-GFP single channels. Scale bar in H’ = 50 μm.

**Figure 2—figure supplement 2.**
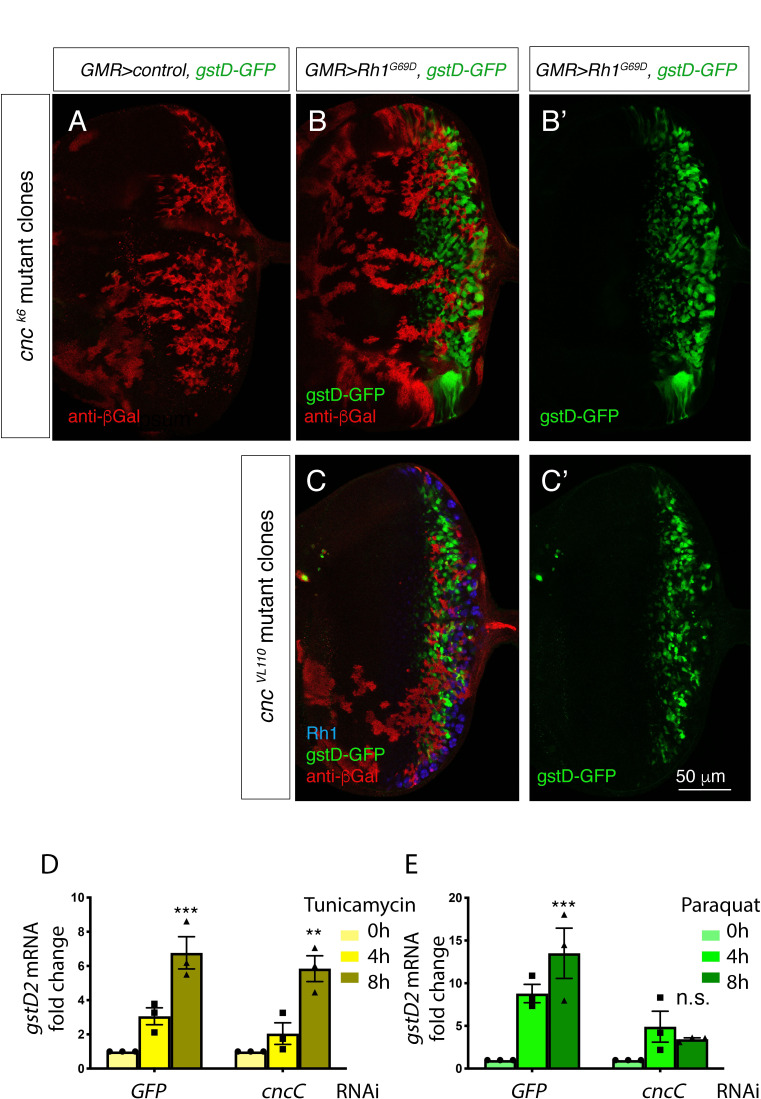
*ER stress-induced expression of gstDs is independent of cncC*. (**A–C**) Eye imaginal discs labeled with gstD-GFP (green). The *cncC* homozygous mosaic clones are marked by the absence of anti-βGal antibody labeling (red). (**A**) A control disc with *cnc^k6^* mutant clones but not overexpressing *Rh1^G69D^*. (**B, C**) *GMR> Rh1^G69D^* eye discs with *cncC* mutant clones. Note that gstD-GFP signal is present in *cnc^k6^* (**B**) nor *cnc^vl100^* homozygous mutant clones. In (**C**), blue shows anti-Rh1. (**B’, C’**) show gstD-GFP only channels of (**B, C**). (**D, E**) qRT-PCR of *gstD2* normalized to *Rpl15* in S2 cells where ER stress is induced by 10 μg/ml tunicamycin treatment (**D**) or 20 mM paraquat (**E**) for 0, 4, or 8 hr. Cells were treated with dsRNA against either *GFP* or *cncC*. Scale bar = 50 um. ** = p < 0.005, *** = p < 0.001.

**Figure 2—figure supplement 3.**
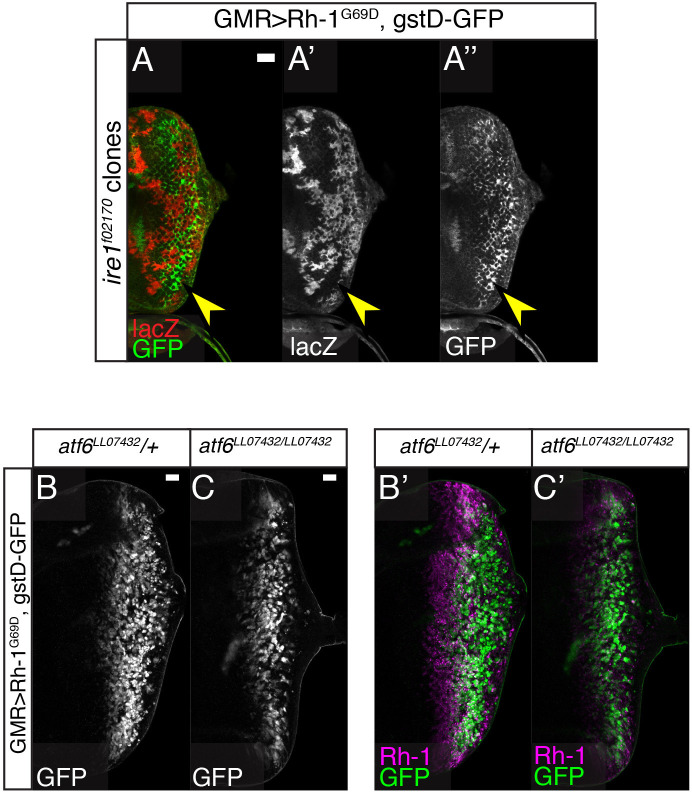
*Rh1^G69D^ -induced expression of gstD-GFP neither requires Ire1 nor Atf6*. (**A–C**) *GMR> Rh1^G69D^* eye discs expressing gstD-GFP (green) in the indicated genetic backgrounds. (**A**) *Ire1^f02170^* homozygous mutant clones marked by the absence of βGal expression (red). Note the presence of *gstD-GFP* expression within the mutant clones. Also shown are single channels of βGal (**A’**) and GFP (**B’**). (**B, C**) *GMR> Rh1^G69D^* eye discs in *Atf6^LL07432^* heterozygous (**B**) and homozygous backgrounds (**C**). gstD-GFP single channels (**B, C**) and those merged with anti-Rh1 (magenta) (**B’, C’**). Neither *GMR-Gal4> eIF2α^WT^* (**C**), nor *GMR-Gal4> eIF2α^51D^* (**D**) activates this reporter.

Examination of the *gstD-GFP* reporter also allowed us to visualize the pattern of gene expression in response to *Rh1^G69D^* expression. Expression of *GMR-Gal4* driven *Rh1^G69D^* expression was detected in all cell types of the posterior eye disc (Figure 2C and E), but among this population of cells, *gstD-GFP* expression occurred primarily in non-photoreceptor cells. This was evident in eye discs regions with an apical-to-basal orientation, where *gstD-GFP* signal was primarily detected in the basal support cell layer. GFP was not present in the apical photoreceptor layer marked by anti-Elav antibody labeling, even though those apical cells expressed *Rh1^G69D^* (Figure 2E and F). Confocal sections on the apical layer with photoreceptor cell bodies further confirmed that the *gstD-GFP*-positive signal was coming from non-photoreceptor cells (Figure 2G). We therefore conclude that *gstD-GFP* induction by ER stress occurs in a cell-type-specific manner.

To further validate that *gstD-GFP* is induced by ER stress, we treated imaginal discs with culture media containing dithiothreitol (DTT), which causes ER stress by interfering with oxidative protein folding. Most cells of the larval eye and wing imaginal discs did not express *gstD-GFP* under control conditions. However, 2 mM DTT treatment for 4 hr induced *gstD-GFP* expression in a large population of cells in both the eye and wing imaginal discs (Figure 2—figure supplement 1). Similar to the outcome of *Rh1^G69D^* overexpression, DTT treatment induced *gstD-GFP* primarily in the non-neuronal cell layer (Figure 2—figure supplement 1 A-D). *gstD-GFP* expression was also induced by a different ER stress-imposing chemical, the *N-*linked glycosylation inhibitor tunicamycin (Figure 2—figure supplement 1 G-H). These results further support the notion that *gstD*s are significant UPR targets in *Drosophila* tissues, with some degree of cell-type specificity.

### ER stress-induced *gstD-GFP* expression does not require the antioxidant response factor *cncC*

The *gstD-GFP* reporter responds to known oxidative stressors, including hydrogen peroxide and the oxygen radical generator N,N′-dimethyl-4,4′-bipyridinium dichloride (paraquat) (Sykiotis and Bohmann, 2008). The transcription factor Cap’n’collar-C (cncC), an Nrf2 homolog, mediates this response in *Drosophila* (Hochmuth et al., 2011; Sykiotis and Bohmann, 2008). This led us to test whether *cncC* is required for ER stress-mediated *gstD-GFP* expression. Specifically, we generated mutant mitotic clones negatively marked with *armadillo-lacZ* in *GMR > Rh1^G69D^* eye discs. We examined two different mutant alleles of *cnc*; the *vl110* allele which has a deletion that spans significant parts of the coding sequence (Mohler et al., 1995), and the *k6* allele which has a nonsense mutation that specifically truncates longer ROS-responsive Cnc isoforms including CncC (Veraksa et al., 2000). Mutant mosaic clones of these *cncC* alleles failed to block the induction of *gstD-GFP* by *GMR > Rh1^G69D^*. Contrary to our expectations, *cncC* mutant clones showed enhanced *gstD-GFP* expression as compared to the neighboring wild-type cells (Figure 2—figure supplement 2 A-C). This enhanced *gstD-GFP* expression in the mutant clones could reflect increased proteostatic stress associated with *cncC* loss. Based on these data, we conclude that *cncC* is not required for *gstD-GFP* induction in response to ER stress.

Consistent with these genetic experiments, we also observed that transcriptional induction of *gstD*s in cultured *Drosophila* S2 cells was *cncC*-independent. When ER stress was pharmacologically induced in *Drosophila* S2 cells by tunicamycin, we observed robust transcriptional induction of *gstD2*, which shares the same 2.7 kb enhancer as *gstD1* (Tang and Tu, 1994; Toung et al., 1993). Such induction of *gstD2* was unaffected when *cncC* was knocked down in S2 cells prior to tunicamycin treatment (Figure 2—figure supplement 2 D, E). The knockdown efficiency of *cnc* as estimated through q-RT-PCR from these cells was 92.46%. As a control, we validated the known roles of *cncC* in antioxidant response by utilizing the oxidative stressor paraquat, which leads to transcriptional induction of *gstD2* in S2 cells as well (Figure 2—figure supplement 2 E). Consistent with previous reports, induction of *gstD2* in response to paraquat was blocked after *cncC* knockdown in S2 cells (Figure 2—figure supplement 2 E). These results further support the idea that *cncC* is not required for tunicamycin-induced *gstD* gene expression.

### *gstD-GFP* induction by ER stress requires PERK that phosphorylates eIF2α

We next considered the three canonical branches of the UPR as candidate mediators of *gstD-GFP* induction by *GMR > Rh1^G69D^*. We found no evidence for the requirement of *Ire1* or *Atf6*. Specifically, *GMR > Rh1^G69D^* eye discs with negatively marked *Ire1* mutant mosaic clones still induced *gstD-GFP*. If anything, there appeared to be a general increase in *gstD-GFP* expression in *Ire1* mutant clones (Figure 2—figure supplement 3 A), consistent with previous observations that impairment of the IRE1 axis of the UPR could cause a concomitant increase in the activity of the remaining UPR branches (Huang et al., 2017). Likewise, *Atf6* mutant discs bearing a piggyBac insertion in the *Atf6* coding sequence, *Atf6^LL07432^*, did not impair *gstD-GFP* induction by *GMR > Rh1^G69D^* (Figure 2—figure supplement 3 B, C).

We next tested whether *gstD-GFP* induction was reliant on *Perk* using the previously described *Perk^e01744^* mutant allele (Wang et al., 2015). In contrast to *Atf6* mutant discs and *Ire1* mutant clones, *Perk* loss-of-function mutant eye discs expressing *GMR > Rh1^G69D^* were unable to induce *gstD-GFP* (Figure 3A–C and E). Conversely, we overexpressed *Perk* in eye discs. We had previously shown that such overexpression of *Perk* is sufficient for its autoactivation, possibly by overwhelming the repressive capacity of BiP (Malzer et al., 2010). Accordingly, we found that overexpression of *Perk* was sufficient to induce *gstD-GFP* expression (Figure 3D and E).

**Figure 3.**
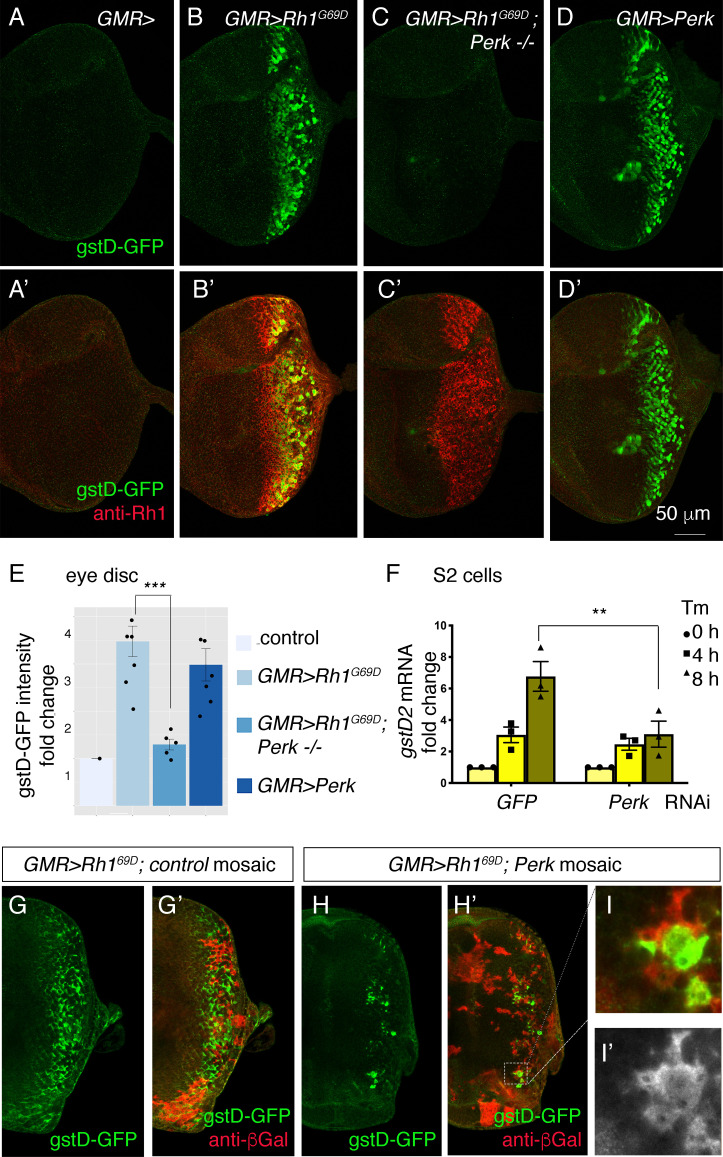
*Perk* is necessary and sufficient to *induce gstD-GFP expression*. (**A–D**) Representative eye imaginal discs with gstD-GFP (green) alone channels (**A–D**), and gstD-GFP (green) channels merged with anti-Rh1 (red) (**A’-D’**). The genotypes of the discs are as follows: (**A**) *GMR-Gal4; gstD-GFP/+*, (**B**) *GMR-Gal4; gstD-GFP/UAS-Rh1^G69D^*, (**C**) *GMR-Gal4; gstD-GFP/UAS-Rh1^G69D^; Perk^e01744^* (**D**) *GMR-Gal4; gstD-GFP/UAS-Perk*. (**E**) Quantification of gstD-GFP pixel intensity fold change from posterior eye discs of the indicated genotypes from A-D. (**F**) qRT-PCR of *gstD2* normalized to RpL15 in S2 cells treated with 10 ug/mL tunicamycin for 0, 4, or 8 hr. Cells were either pre-treated with control dsRNA (GFP) or those targeting *Perk*. (**G–I**) *gstD-GFP* (green) containing *GMR > Rh1^G69D^* eye discs with either control mosaic clones (**G**), or those with *Perk* loss-of-function clones (**H, I**). Homozygous *Perk ^e01744^* clones in H’ and I are marked by the absence of β-galactosidase (red) expression. Note that gstD-GFP expression occurs broadly in the background of control mosaic clones, but is largely absent in *Perk* homozygous mutant clones. (**I, I’**) A magnified view of the dotted inset in (**H’**). (**I’**) β-galactosidase only channel (marking *Perk*-positive cells; in white). Scale bar = 50 μm. * = p < 0.05, ** = p < 0.005, *** = p < 0.001.

**Figure 3—figure supplement 1.**
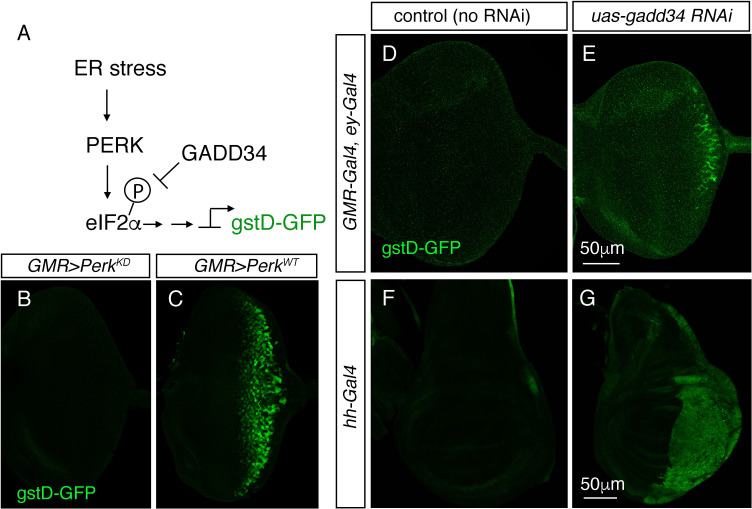
PERK’s kinase domain and eIF2α phosphorylation mediate *gstD-GFP* induction. (**A**) A schematic diagram of eIF2α phosphorylation regulation. (**B–G**) Late third instar larval imaginal discs expressing *gstD-GFP* (green). Posterior is to the right. (**B–E**) Eye imaginal discs. Expression of a *Perk* transgene with a kinase domain mutation (*Perk^KD^*) through the *GMR-Gal4* driver does not induce *gstD-GFP* expression (**B**), whereas the *wild type Perk* transgene strongly induces this reporter (**C**). Expression of *gadd34 RNAi* through the *GMR-Gal4, ey-Gal4 drivers* induces *gstD-GFP* at the posterior edge of the eye disc (**E**), whereas gstD-GFP is not detected in the no RNAi control (**D**). (**F, G**) Wing discs. No RNAi control shows low basal levels of *gstD-GFP* expression (**F**), whereas *gadd34 RNAi* expression through the *hh-Gal4* driver induces *gstD-GFP* throughout the domain of Gal4 expression (**G**). Scale bars in E, G = 50 μm.

PERK is best known to phosphorylate eIF2α in response to ER stress (Figure 3—figure supplement 1 A). To test if such kinase activity is required for *gstD-GFP* induction, we expressed a *Perk* transgene with a mutation that disrupts its kinase activity (Malzer et al., 2010). While wild-type *Perk* expression robustly induced *gstD-GFP,* the *kinase dead Perk* (*Perk^KD^*) transgene failed to induce the reporter under otherwise equivalent conditions (Figure 3—figure supplement 1 B, C). To further test if eIF2α phosphorylation causes the induction of *gstD-GFP*, we employed an RNAi line against *gadd34* (Malzer et al., 2010). *gadd34* encodes a phosphatase subunit that helps to dephosphorylate eIF2α, and therefore, the *loss of gadd34* increases phospho-eIF2α levels (Figure 3—figure supplement 1 A). We found that knockdown of *gadd34* using the eye specific *GMR-Gal4* and *ey-Gal4* drivers induces *gstD-GFP* in posterior eye discs (Figure 3—figure supplement 1 D, E). A striking induction of *gstD-GFP* was also observed when *gadd34* was knocked down in the wing disc posterior compartment using the *hh-Gal4* driver (Figure 3—figure supplement 1 F, G). These results support the idea that PERK-mediated phosphorylation of eIF2α promotes *gstD-GFP* induction across many tissue types.

To independently validate the role of *Perk*, we turned to S2 culture cells where tunicamycin (Tm) treatment induces *gstD2* transcripts as detected through q-RT PCR. *Perk* dsRNA treatment resulted in an 82.7% reduction in *Perk* transcripts as assessed by q-RT-PCR. Knockdown of *Perk* in this setup blunted the induction of *gstD2* (Figure 3F).

To further test if *Perk* has a cell-autonomous role in *gstD-GFP* induction, we examined eye discs with *Perk* loss-of-function mosaic clones. Whereas *GMR> Rh1^G69D^* robustly induced *gstD-GFP* in control mosaic clones without the *Perk* mutation (Figure 3G), the *gstD-GFP* signal was largely lost in eye discs with *Perk* homozygous mutant clones (Figure 3H, I). The small number of the residual GFP signals came from *Perk +* mosaic clones, indicating that *Perk’*s role in *gstD-GFP* expression is cell-autonomous (Figure 3I). Together, these results independently support *Perk’s* role in *gstD* induction in ER-stressed cells.

### *gstD-GFP* induction does not require *crc*

As ATF4 is the best-characterized downstream effector of PERK in *Drosophila* and mammals (Mitra and Ryoo, 2019; Ryoo, 2015; Walter and Ron, 2011; Figure 4A), we examined whether the *Drosophila* ATF4 ortholog *crc* is required for *gstD-GFP* induction in *GMR > Rh1^G69D^* discs. For this, we employed the *crc^1^* allele, a strong hypomorph bearing a missense mutation in the *crc* coding sequence (Hewes et al., 2000). To our surprise, loss of *crc* did not impair *gstD-GFP* induction in the eye discs (Figure 4B’ and C’). *Rh1^G69D^* expression levels were similar in discs with or without *crc* (Figure 4B’’ and C’’). As a positive control to validate *crc* activation, we used *Thor-lacZ*, a *lacZ*-based enhancer trap inserted upstream of the *crc* target gene *Thor* (Bernal and Kimbrell, 2000; Kang et al., 2017; Figure 4A). Consistent with previously published results, *Thor-lacZ* was induced in response to *GMR > Rh1^G69D^* and such induction was suppressed in *crc^1^* homozygotes (Figure 4B and C). In an S2 cell-based assay, knockdown of *crc* did not impair *gstD2* induction in response to tunicamycin treatment (Figure 4D), but did block the induction of *Thor* (Figure 4E). Consistently, overexpression of *crc* using *UAS-crc^leaderless^* (Vasudevan et al., 2020) also did not induce *gstD-GFP* expression (Figure 4G). We confirmed that the *uas-crc^leaderless^* transgene is functional, as its expression was sufficient to induce *Thor-lacZ* reporter expression in eye discs (Figure 4H, I). These data strongly indicate that the induction of *gstD*s in response to ER stress is dependent on *Perk*, but not *crc*.

**Figure 4.**
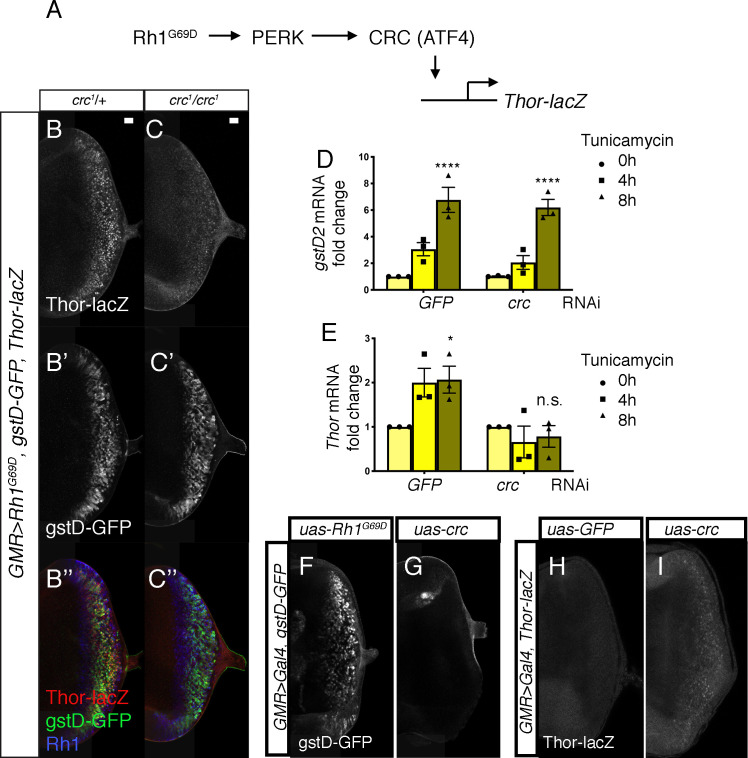
*PERK-mediated gstD expression is ATF4 (crc)-independent*. (**A**) Schematic diagram of the *Drosophila* PERK-ATF4 signaling pathway. CRC is the *Drosophila* ATF4 ortholog, and *Thor-lacZ* is a CRC transcriptional target. (**B, C**) Eye imaginal discs expressing *GMR > Rh1^G69D^* in either the *crc^1^/+* control (**B**) or in the *crc^1^* homozygous backgrounds (**C**). These discs also have *Thor-lacZ* that reports CRC activity (B, C, in white), and *gstD-GFP* (B’, C’, in white). (**B’’, C’’**) Images of discs with *Thor-lacZ* (red), *gstD-GFP* (green) and anti-Rh1 (blue) channels merged. Note that *crc^1^* homozygous mutants block *Thor-lacZ* expression (**C**), but still allows *gstD-GFP* expression in *Rh1^G69D^* expressing cells (**C’, C’’**). (**D, E**) qRT-PCR analysis of *gstD2* and *Thor* normalized to *Rpl15* in S2 cells challenged with 10 µg/mL tunicamycin for 0, 4, or 8 hr. Cells were either treated with control dsRNA (GFP) or that target *crc*. (**F, G**) *gstD-GFP* expression (white) in eye discs that are overexpressing either *Rh1^G69D^* (**F**) or *crc^leaderless^* (**G**) through the *GMR-Gal4* driver. (**H, I**) *Thor-lacZ* expression (white) in eye discs overexpressing either a control *GFP* transgene (**H**), or *crc^leaderless^* (**I**) through the *GMR-Gal4* driver. Scale bar = 20 μm. * = p < 0.05, **** = p < 0.0001. Genotypes: (**B**) *GMR-Gal4; gstD-GFP, crc^1^/UAS-Rh1^G69D^, Thor-lacZ*. (**C**) *GMR-Gal4; gstD-GFP, crc^1^/crc^1^, UAS-Rh1^G69D^, Thor-lacZ*. (**F**) *GMR-Gal4; gstD-GFP/UAS-Rh1^G69D^*. (**G**) *GMR-Gal4; gstD-GFP/UAS-crc^leaderless^*. (**H**) *GMR-Gal4; Thor-lacZ/UAS-GFP*. (**I**) *GMR-Gal4; Thor-lacZ/UAS-crc^leaderless^*.

### The induction of *gstD* genes and other antioxidants in response to ER stress require the bZIP transcription factor Xrp1

We next sought to determine how PERK activation induced the expression of *gstD-GFP* independently of *crc*, and turned our focus to another stress response transcription factor, *Xrp1*. Although *Xrp1* has no known association with the UPR, *Xrp1* drew our attention as it reportedly mediates the induction of the *gstD1-lacZ* reporter in response to ribosome mutations that cause cell competition (Ji et al., 2019).

To assess a possible role of *Xrp1* in UPR signaling, we performed clonal analysis with an *Xrp1* mutant allele, *Xrp1^M2-73^*, which bears a nonsense mutation truncating all *Xrp1* isoforms prior to both the AT-hook motif and bZIP domain (Lee et al., 2018). Loss of *Xrp1* had no effect on basal *gstD-GFP* expression levels (Figure 5A). *GMR > Rh1^G69D^* discs prominently expressed *gstD-GFP*, but otherwise equivalent eye discs with *Xrp1* mutant clones had marked reduction of the *gstD-GFP* signal (Figure 5B and C). The small patches of GFP-positive cells in these discs were all within the *Xrp1+* mosaic cells (Figure 5C’ D).

**Figure 5.**
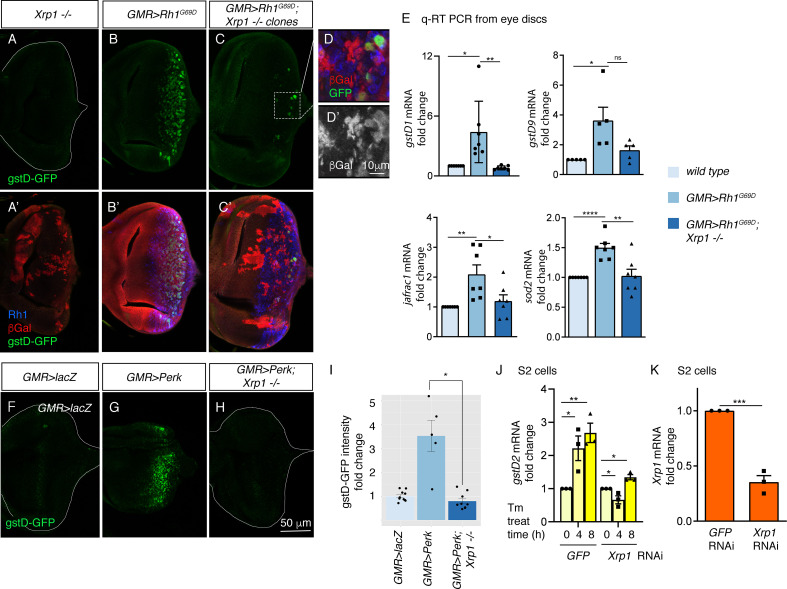
*PERK regulates gstD gene expression through the bZIP transcription factor Xrp1*. (**A–G**) gstD-GFP expression (green) in eye discs. (**A, A’**) An eye disc with homozygous *Xrp1^M2-73^* mutant clones that are marked by the absence of βGal (red). (**B, B’**) A *GMR*> *Rh1^G69D^* disc in a control genetic background. (**C, C’**) A *GMR> Rh1^G69D^* disc with *Xrp1^M2-73^* loss-of-function mosaic clones (non-red). (**A–C**) gstD-GFP only channels. (**A’-C’**) Merged images with Rh1 is stained in blue and βgal is in red. Note the absence of *gstD-GFP* in *Xrp1* mutant clones. (**D, D’**) Magnified view of the inset marked in C. The scale bar here represents 10 μm. (**D’**) is the βGal only channel of the image in (**D**). (**E**) Quantitative(q) RT-PCR results of indicated genes from dissected eye discs. The genotypes are color labeled. (**F–H**) Eye discs expressing control *lacZ* (**E**), *Perk* (**F**), or expressing *Perk* in the background of *Xrp1^M2-73^* mosaic clones (**G**). (**I**) Quantification of gstD-GFP intensity fold change in the indicated genotypes. (**J, K**) q RT-PCR results from S2 cells. (**J**) *gstD2* mRNA levels from S2 cells challenged with 10 µg/mL tunicamycin for 0, 4 or 8 hr. The cells were pretreated with dsRNA against either *GFP* (lanes 1–3) or *Xrp1* (lanes 4–6). (**K**) *Xrp1* mRNA levels in cells pretreated with dsRNA against *GFP* or *Xrp1*. All qRT-PCR results were normalized with *Rpl15*. Two tailed t tests were used to assess statistical significance. The scale bar of 50 μm applies to all images except for (**D**). * = p < 0.05, ** = p < 0.005, *** = p < 0.001. Genotypes: (**A**) *GMR-Gal4, ey-FLP; gstD-GFP/+; FRT82, Xrp1^M2-73^/FRT82, arm-lacZ*. (**B**) *GMR-Gal4, ey-FLP; gstD-GFP/UAS-Rh1^G69D^*. (**C**) *GMR-Gal4, ey-FLP; gstD-GFP/UAS-Rh1^G69D^; FRT82, Xrp1^M2-73^/FRT82, arm-lacZ*. (**E**) *GMR-Gal4, ey-FLP; gstD-GFP/UAS-lacZ*. (**F**) *GMR-Gal4, ey-FLP; gstD-GFP/UAS-Rh1^G69D^*. (**G**) *GMR-Gal4, ey-FLP; gstD-GFP/UAS-Rh1^G69D^; FRT82, Xrp1^M2-73^/ FRT82, arm-lacZ*.

To validate the findings with the *gstD-GFP* reporter, we assessed the mRNA levels of *gstD1* and other select antioxidant genes from dissected eye imaginal discs through qRT-PCR. A subset of the analyzed transcripts showed induction in *GMR > Rh1^G69D^* disc samples dependent on *Xrp1* (Figure 5E). These included *gstD1, jafrac1* that encodes a cytoplasmic peroxidase and *superoxide dismutase 2* (*sod2*) that detoxifies superoxides in the mitochondria.

The requirement of *Xrp1* in *gstD-GFP* expression in response to *GMR > Rh1^G69D^* prompted us to further examine the epistatic relationship between *Perk* and *Xrp1*. We found that *gstD-GFP* induction caused by *GMR > Perk* was completely abolished in *Xrp1* mutant eye discs (Figure 5F–I). Together, these data indicate that *Xrp1* is epistatic to *Perk* in mediating *gstD-GFP* induction as part of UPR signaling.

We further confirmed the role of *Xrp1* in cultured S2 cells. Tunicamycin treatment induced *gstD2* significantly within 4 and 8 hr, but cells with *Xrp1* knockdown did not show a statistically significant induction (Figure 5J and K). Together, these results independently support *Xrp1’s* role in *gstD* induction in ER-stressed cells.

### Xrp1 protein is induced by *Perk-*dependent UPR

We next examined if ER stress induces *Xrp1* expression through anti-Xrp1 immunohistochemistry. Control eye imaginal discs did not show obvious anti-Xrp1 signals beyond background (Figure 6A and A’), but *GMR > Rh1^G69D^* eye discs displayed nuclear anti-Xrp1 immunoreactivity in cells that expressed Rh1^G69D^ (Figure 6B, B’ and D). Consistent with the role of *Perk* and eIF2α phosphorylation, Xrp1 protein induction by *GMR > Rh1^G69D^* was significantly reduced in the *Perk^e01744^* mutant background (Figure 6C, C’ and D). While the reduction was statistically significant (Figure 6D), the residual level of Xrp1 in the *Perk* mutant discs indicated a partial dependency of Xrp1 induction on *Perk*. Interestingly, we found that *Xrp1* transcript levels did not change significantly in *GMR > Rh1^G69D^* discs as compared to controls, as assessed from our RNA-seq analysis (Supplementary file 1) and by qRT-PCR analysis (Figure 6E). These results indicate that *Perk* mediates the induction of Xrp1 protein through a post-transcriptional mechanism.

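*Xrp1* lies on the plus strand of chromosome 3R of dm6 from 18914968 to 18926989. Its RNA had 10669, 14506 and 13406 counts in the control libraries and 11241, 11229 and 11698 counts in *GMR > Rh1 G69D* libraries. The means were 480 ± 55.5 CPM and 474 ± 40.5 CPM (SD, n = 3 each). The log2 fold change was -0.02 (standard error 0.19), with an adjusted p of 0.964 from edgeR's test with Benjamini-Hochberg adjustment. Its 95% confidence interval ran from -0.43 to 0.40, so smaller changes in either direction were not detectable with 3 samples per genotype. The largest value under an alternative was 0.20, after a correction for the dependence of each library on gene length. *crc*, which shares exon sequence with *CG46314*, changed by 0.15 and *PEK* by -0.19 in the same libraries, and neither passed the threshold.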

**Figure 6.**
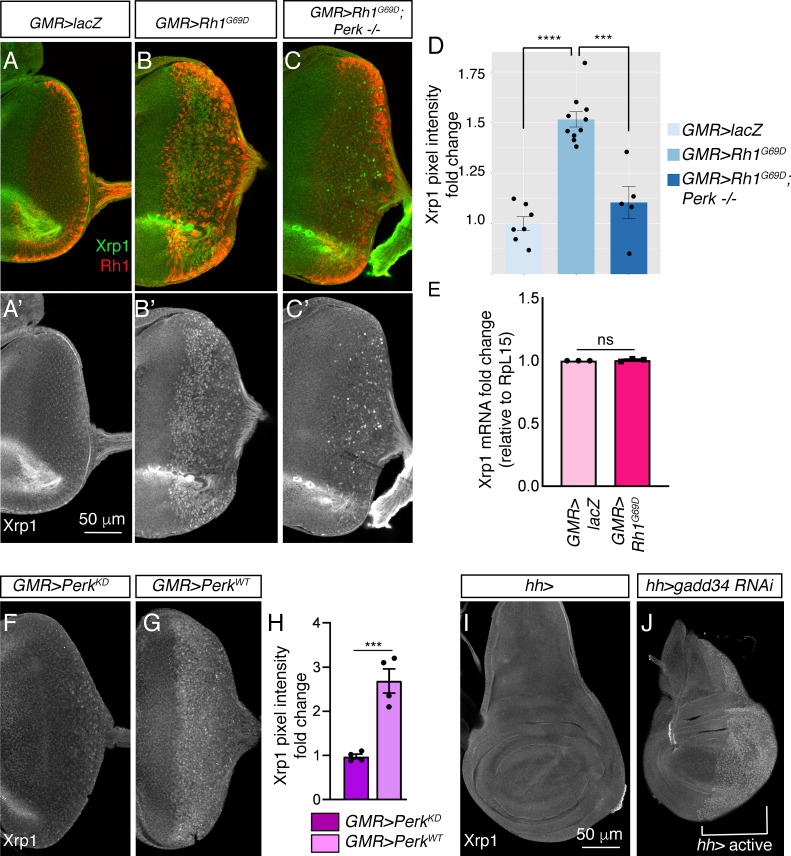
Xrp1 induction is regulated by *Perk* and eIF2α phosphorylation. (**A–C**) Eye discs labeled with anti-Xrp1 (green) and anti-Rh1 (red). (**A’-C’**) Anti-Xrp1 single channels of images in (**A–C**). Genotypes: (**A, A’**) *GMR-Gal4; UAS-lacZ/+*. (**B, B’**) *GMR-Gal4; UAS-Rh1^G69D^/+*. (**C, C’**) *GMR-Gal4; UAS-Rh1^G69D^/+; Perk^e01744^*. The scale bar represents 50 µm. (**D**) Quantification of anti-Xrp1 pixel intensities from eye discs in (**A–D**). (**E**) qRT-PCR analysis of *Xrp1* from *GMR > LacZ* (control) and *GMR > Rh1^G69D^* eye discs. Xrp1 qRT-PCR results were normalized with that of *Rpl15*. (**F, G**) Anti-Xrp1 immunolabeling (white) in eye imaginal discs. Genotypes: (**F**) *GMR-Gal4; uas-Perk^KD^*. (**G**) *GMR-Gal4; uas-Perk^WT^*. (**H**) Quantification of anti-Xrp1 pixel intensities in (**F, G**). (**I, J**) Anti-Xrp1 immunolabeling in wing discs. Genotypes: (**I**) *hh-Gal4/+*. (**J**) *uas-gadd34 RNAi/+; hh-Gal4*. The white bracket indicates the posterior compartment where *hh-Gal4* drives the transgene expression. In all graphs, two tailed t tests were used to assess statistical significance. *** = p < 0.0005, **** = p < 0.00005 and ns = non-significant, respectively.

To test if *Perk’s* kinase activity is involved in Xrp1 protein induction, we compared the effects of overexpressing *Perk^WT^* versus *Perk^KD (Kinase Dead)^*. Xrp1 protein levels increased in *GMR > Perk^WT^* eye discs, but not in *GMR > Perk^KD^* discs (Figure 6F, G and H). To further test if PERK’s phosphorylation target eIF2α controls *gstD-GFP* expression, we knocked down *gadd34* in wing discs using the posterior compartment-specific *hh-Gal4* driver. While control wing discs showed a low basal anti-Xrp1 signal throughout the tissue, depletion of *gadd34* by *RNAi* resulted in distinct nuclear anti-Xrp1 signals throughout the posterior compartment (Figure 6I and J). These results indicate that Xrp1 induction is regulated by eIF2α phosphorylation.

PERK’s well-established downstream effector, ATF4, has a 5’ regulatory leader sequence with multiple upstream Open Reading Frames (uORFs) that allows its translational induction in response to stress. To examine if there is an analogous 5’ leader in Xrp1, we used a bioinformatic program that predicts initiation codons (https://atgpr.dbcls.jp). This approach did not detect initiation codons in the 5’ leader of Xrp1’s shorter splice isoforms (e.g. isoform D and E). By contrast, two putative uORFs in the 5’ leader of the long splice isoforms of Xrp1 (e.g. isoform F and G) were identified, with uORF1 predicted to encode a 124 a.a. length peptide, and the uORF2 with a 288 a.a. peptide. The uORF2 overlapped with the main ORF, but was in a different reading frame (Figure 7A). Such an arrangement is similar to that of ATF4’s last uORF.

**Figure 7.**
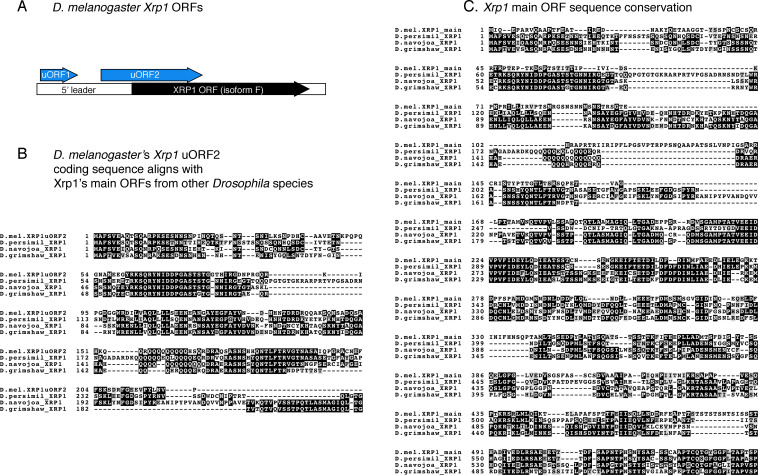
Predicted upstream Open Reading Frames (ORFs) in *Xrp1*. (**A**) A schematic diagram of the predicted ORFs in *D. melanogaster Xrp1*. uORF1 and uORF2 in the 5’ leader have initiation start codons with Kozak sequences. uORF1 encodes a peptide of 124 amino acid residues. uORF2 encodes a peptide of 288 amino acid residues. uORF2 overlaps with the main Xrp1 ORF, but is in a different reading frame. (**B**) Amino acid sequence alignment between *D. melanogaster Xrp1* uORF2, and the *Xrp1* main ORFs from the species, *D. persimili, D. navojoa, D. grimshawi*. BoxShade was used for visualizing alignments, with those in black indicating sequence identity. The first 219 residues of the *D. melanogaster Xrp1* uORF2 show high-sequence conservation with the main *Xrp1* ORFs from other species. (**C**) Amino acid sequence alignment between the main ORFs of *D. melanogaster* and other *Drosophila* species. *D. melanogaster*’s *Xrp1* main ORF shows high-sequence conservation with other *Drosophila* species beginning from the 140th amino acid residue.

To assess the likelihood that Xrp1 uORFs are peptide coding sequences, we performed Protein BLAST searches with the encoded peptide sequences. Xrp1’s uORF1 did not have any homologous hits in other species. However, sequences homologous to *D. melanogaster* Xrp1 uORF2 were identified in *D. kikkawai* (Percent identity = 71.85%), *D. persimilis* (Percent identity = 48.67%), *D. navojoa* (Percent identity = 50.44%), *D. grimshawi* (Percent identity = 49.48%), and *D. busckii* (Percent identity = 38.69%). The homologous sequences in these other species were part of their Xrp1 main ORF N-terminal regions (Figure 7B). The C-terminal regions of these main ORFs all encoded the AT-hook and bZIP DNA-binding domains homologous to that in the *D*. melanogaster’s Xrp1 main ORF (Figure 7C). The phylogenetic conservation of *D. melanogaster* uORF2 at the peptide level supports the idea that this is a functional uORF that has been under selective pressure during evolution. The similarities in the arrangements of the *D. melanogaster* Xrp1 and ATF4 5’ leaders, together with the observation that Xrp1 is induced in response to eIF2α phosphorylation, suggest that Xrp1 and ATF4 share similar mechanisms for their translational induction in response to stress.

### Xrp1 binding sites within the *gstD* enhancer are essential for *gstD-GFP* induction

To determine if Xrp1 regulates *gstD*s directly, we examined the *gstD* 2.7 kb enhancer for putative Xrp1 and ATF4 binding sites (Figure 8A). To do so, we used the Xrp1 position frequency matrix derived from a previous Xrp1 ChIP-seq analysis (Baillon et al., 2018) and a publicly available ATF4 position frequency matrix (see Materials and methods). Our binding score analysis predicted three putative binding sites each for Xrp1 and ATF4 in the enhancer (Figure 8B and C). Two of the three highest scoring Xrp1 binding sites overlapped with two of the ATF4 sites, while one was predicted to be a unique Xrp1 site.

**Figure 8.**
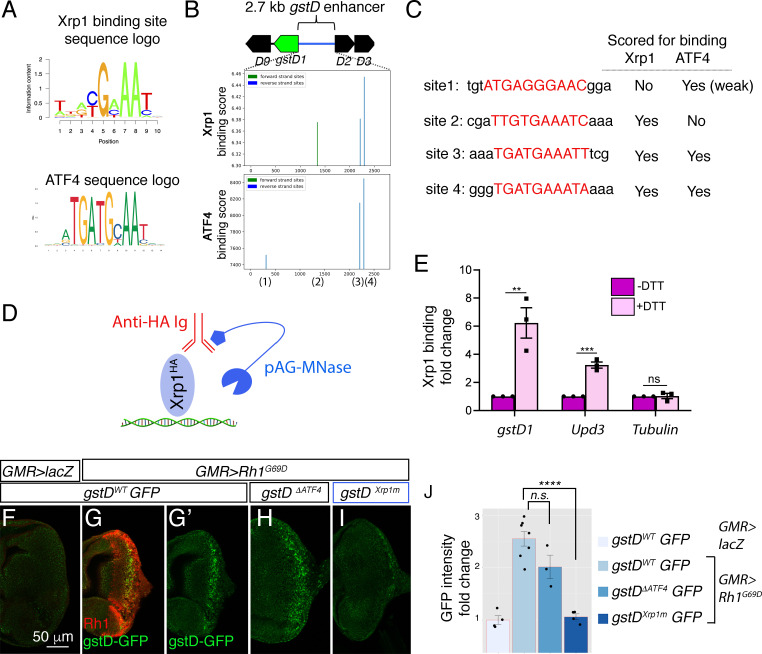
Xrp1 binding sites in the *gstD* enhancer are required for *Rh1^G69D^ -*induced *gstD-GFP* expression. (**A**) Sequence logos representing Xrp1 and ATF4 position frequency matrices. (**B**) Binding score analysis for Xrp1 and ATF4 sites in the *gstD* 2.7 kb enhancer region. Those that score high in the forward strand are depicted in green, whereas those in the reverse strand are shown in blue. The four putative binding sites are numbered below the graphs. (**C**) Putative binding site sequences. The site numbers match those whose positions are indicated in (**B**). (**D**) A schematic diagram of the CUT&RUN approach to assess Xrp1 binding to target DNA. When HA-tagged Xrp1 (light blue) binds to a specific DNA locus, that DNA can be recovered by adding anti-HA antibody (red) and pAG-MNase (dark blue) that cleaves adjacent DNA prior to immunoprecipitation. (**E**) Putative Xrp1 target gene enrichment after Xrp1^HA^ protein pull down as assessed through q-PCR (using CUT&RUN). The y axis shows fold change increases in target gene DNA recovery in response to DTT treatment (normalized to q-PCR values from controls without DTT treatment). (F - J) Representative eye discs either expressing control *lacZ* (**F**) or those expressing *GMR> Rh1^G69D^* (**G–I**), with variants of the gstD-GFP reporter in green: *gstD WT-GFP* (**F, G**) *gstD ^ΔATF4^-GFP* (**H**) and *gstD ^Xrp1m^-GFP* (**I**). (**G**) shows a merged image with anti-Rh1 (red) and the *gstD-GFP* reporter (green). (**G’, H, I**) are gstD-GFP single channel images. (**J**) Quantification of gstD-GFP intensity fold change. Two tailed t tests were used to assess statistical significance. ** = p < 0.005, *** = p < 0.0005, **** = p < 0.00001, n.s. = not significant.

To test if Xrp1 binds to this locus, we used the CUT&RUN approach (Skene et al., 2018) to pull down HA-tagged Xrp1 proteins from *Drosophila* larval tissues to examine if putative Xrp1 target gene DNAs co-purify (Figure 8D, see Materials and methods). We specifically employed an *Xrp1^HA^* transgenic fly line that has an HA-tagged transgene inserted in the endogenous *Xrp1* locus (Blanco et al., 2020). Larval tissues incubated with DTT gave strong q-RT-PCR signals for *gstD* regulatory DNA, while control tissues without DTT treatment had minimal DNA recovered. *Upd3* was previously reported as an Xrp1 target gene, and as expected, increased *Upd3* DNA was recovered in response to DTT treatment. Tubulin DNA was used as a negative control, which had minimal DNA recovery even after DTT treatment (Figure 8E). These results support the idea that Xrp1 binds to the *gstD* locus in larval cells under ER stress.

We then reconstructed new *gstD-GFP* reporters with (*gstD^WT^-GFP*) or without (*gstD^∆ATF4^-GFP*) the predicted ATF4-binding sites. To generate an Xrp1 binding site-deficient *gstD-GFP* reporter (*gstD^Xrp1m^-GFP*), we introduced mutations in the remaining Xrp1 binding site within the *gstD^∆ATF4^-GFP* reporter. To control for genetic backgrounds, we targeted these reporters to a specific attP landing site to generate transgenic flies. While *GMR > Rh1^G69D^* effectively induced both the wild type and *gstD^∆ATF4^-GFP* reporters, *gstD^Xrp1m^-GFP* was not induced under otherwise identical conditions (Figure 8F–J). Together, these results indicate that *gstD* genes are direct targets of Xrp1 in the context of ER stress.

## Discussion

Here, we report that ER stress activates a previously unrecognized UPR axis mediated by PERK and Xrp1. Specifically, we showed that *gstD* family genes are among the most highly induced UPR targets in *Drosophila*, and that such induction requires *Perk,* one of the three established ER stress sensors in metazoans. 

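The 11 delta genes span 20849 bp of chromosome 3R, from 12364776 to 12385624. In the RNA-seq of *GMR > Rh1 G69D* nuclei, 8 of them had enough counts to test. Among the genes higher, *GstD3* ranked 4 and *GstD10* ranked 16 by p. *GstD8* (2.69), *GstD4* (0.52) and *GstD2* (0.00) did not pass the threshold, nor did *GstD6* (-2.11), and their standard errors ranged from 0.81 to 1.16. Their highest mean in either genotype was 1.29 CPM, so even a log2 fold change of 2.69 did not pass at this depth. The summed CPM of all delta genes was 24.7 times as high in *GMR > Rh1 G69D* libraries as in controls, most of it from *GstD1*. The *Perk* dependence was measured in other experiments.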

Surprisingly, the induction of *gstD* genes in this context did not require *crc*, the ATF4 ortholog. Instead, we found that a poorly characterized transcription factor *Xrp1* is induced downstream of *Perk* to promote the expression of *gstDs* and other antioxidant genes.

Our findings are surprising given that ATF4 is considered a major effector of PERK-mediated transcription response (Karagöz et al., 2019; Walter and Ron, 2011). ATF4 was the first PERK downstream transcription factor to be identified in part based on the similarity of its regulatory mechanisms with that of yeast GCN4 (Dever et al., 1992; Harding et al., 2000). But more recent studies have shown there could be parallel effectors downstream of PERK activation (Andreev et al., 2015; Baird et al., 2014; Palam et al., 2011; Zhou et al., 2008). The functional significance of these alternative factors had remained poorly understood. Our study here has led us to conclude that an ATF4-independent branch of PERK signaling is required for the expression of the most highly induced UPR target in *Drosophila*.

As a potential mediator of this ATF4-independent PERK signaling, we first considered *cncC* as a prime candidate for a few reasons: *cncC* is an established regulator of *gstD-GFP* induction (Sykiotis and Bohmann, 2008), and previous studies had reported that Nrf2 is activated by PERK in cultured mammalian cells and in zebrafish (Cullinan et al., 2003; Cullinan and Diehl, 2004; Mukaigasa et al., 2018). However, our results reported here do not support the simple idea that *gstD-GFP* is induced by CncC, which in turn is activated by PERK. Specifically, we found that the loss of *Perk* blocked *gstD-GFP* induction in this experimental setup, but the loss of *cncC* did not. While Nrf2/CncC clearly regulates antioxidant gene expression in response to paraquat, our results indicate that PERK mediates an independent antioxidant response in *Drosophila*.

Our data indicates that this ATF4-independent PERK signaling response requires the AT-hook bZIP transcription factor Xrp1. Several pieces of evidence support the idea that Xrp1 is translationally induced, analogous to the mechanism reported for ATF4 induction. First, our RNA-seq and qRT-PCR results indicate that *Xrp1* transcript levels do not change significantly in *Rh1^G69D^* expressing eye discs. These results argue against the idea that *Xrp1* is induced at the transcriptional level. Second, we find that PERK’s kinase domain is required for Xrp1 protein induction. Third, knockdown of *gadd34,* which increases phospho-eIF2α levels downstream of *Perk,* is sufficient to induce Xrp1 protein and *gstD-GFP* expression. Finally, we find that Xrp1’s 5’ leader has a uORF that overlaps with the main ORF, similar to what is found in ATF4’s regulatory 5’ leader sequence. Moreover, Xrp1’s uORF2 encodes a peptide sequence that is phylogenetically conserved in other *Drosophila* species. High-sequence conservation at the peptide level enhances confidence that uORF2 is a peptide coding sequence.

*Xrp1* is known to respond to ionizing radiation, motor neuron-degeneration in a *Drosophila* model for amyotrophic lateral sclerosis (ALS), and in cell competition caused by Minute mutations that cause haplo-insufficiency of ribosomal protein genes (Akdemir et al., 2007; Baillon et al., 2018; Lee et al., 2018; Mallik et al., 2018). Interestingly, two recent studies reported that these Minute cells induce *gstD-GFP*, and also show signs of proteotoxic stress as evidenced by enhanced eIF2α phosphorylation (Baumgartner et al., 2021; Recasens-Alvarez et al., 2021). Although these studies did not examine the relationships between *Xrp1*, *gstD-GFP* and eIF2α kinases such as *Perk*, our findings make it plausible that the PERK-Xrp1 signaling axis regulates cell competition caused by Minute mutations.

Despite the rising levels of interest in Xrp1 as a stress response factor, the identity of its mammalian equivalent remains unresolved. Xrp1 is well conserved in the Dipteran insects, but neither NCBI Blast searches nor Hidden Markov Model-based analyses identify clear orthologs in other orders (Akdemir et al., 2007; Blanco et al., 2020; Mallik et al., 2018; Baillon et al., 2018). Such evolutionary divergence is not unprecedented in UPR signaling: GCN4 is considered a yeast equivalent of ATF4, but they are not the closest homologs in terms of their peptide sequences (Harding et al., 2000). Likewise, the yeast equivalent of XBP1 (IRE1 effector, not to be confused with Xrp1 in this study) is Hac1, but there is little sequence conservation between the two genes (Yoshida et al., 2001; Shen et al., 2001; Calfon et al., 2002). Yet, the UPR signaling mechanisms are considered to be conserved due to the shared regulatory mechanisms. Along these lines, mammalian cells may have functional equivalents of Xrp1. We consider among the candidate equivalent factors those with regulatory 5’ leader sequences that respond to eIF2α phosphorylation (Palam et al., 2011; Zhou et al., 2008; Andreev et al., 2015). Based on the emerging roles of *Xrp1* in *Drosophila* models of human diseases, we speculate that those ATF4-independent PERK signaling effectors may play more significant roles in diseases associated with UPR than had been generally assumed.

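Ranked by p among the genes higher in *GMR > Rh1 G69D* eye discs, *GstD9* stood at 754, and by log2 fold change it stood at 798 of all 11818 tested genes. The paper's reported qRT-PCR of whole discs gave *gstD9* a mean increase of 3.63-fold (n = 5 experiments). Of the other cytoplasmic glutathione S-transferase genes, *GstE6* (log2 fold change 2.36), *GstE13* (1.23) and *GstE12* (0.77) were higher and *GstT2* (-0.96) was lower when p-values were adjusted over the 30 tested genes of the family alone. None of these 4 passed when adjusted over all genes, with adjusted p between 0.0756 and 0.102 from edgeR's test with Benjamini-Hochberg adjustment.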

We note in our study that genes encoding cytoplasmic glutathione S-transferases (GSTs) such as *gstD1* and *gstD9* are among the most prominently induced UPR targets in our eye imaginal disc-based gene expression profiling analysis. Previous studies also reported these as ER stress-inducible genes in *Drosophila* S2 cells (Malzer et al., 2018). GSTs are cytoplasmic proteins that participate in the detoxification of harmful, often lipophilic intracellular compounds damaged by ROS. These enzymes catalyze the formation of water-soluble glutathione conjugates that can be more easily eliminated from the cell (Low et al., 2010; Low et al., 2007; Sharma et al., 2004; Wilce and Parker, 1994). It is noteworthy that ROS is generated as a byproduct of Ero-1-mediated oxidative protein folding, and such ROS generation increases when mutant proteins undergo repeated futile cycles of protein oxidation (Gross et al., 2006; Tang and Tu, 1994; Tu and Weissman, 2004). Therefore, we speculate that cytoplasmic GSTs evolved as UPR targets as they have the ability to detoxify lipid peroxides or oxidized ER proteins that increase in response to ER stress.

In conclusion, our findings support the idea that an ATF4-independent branch of PERK signaling mediates the expression of the most highly induced UPR targets in eye disc cells. This axis of the UPR requires *Xrp1*, a gene that had not previously been associated with ER stress response. The identification of this new axis of UPR signaling may pave the way for a better mechanistic understanding of various physiological and pathological processes associated with abnormal UPR signaling in metazoans.

## Materials and methods

### Fly stocks and husbandry

We reared flies at ambient temperature on a standard cornmeal-agar diet supplemented with molasses, and carried out crosses at 25°C. We performed all gene overexpression experiments using the Gal4/UAS binary expression system (Brand and Perrimon, 1993). We used the following fly stocks: *w^1118^*, *gstD-GFP* (Sykiotis and Bohmann, 2008), *GMR-Gal4* (Freeman, 1996), *Rh1-Gal4* (Pichaud and Desplan, 2001), *hh-Gal4* (Calleja et al., 1996)*, UAS-EGFP::Msp300^KASH^* (Hall et al., 2017; Ma and Weake, 2014; RRID: BDSC_92584), *UAS-Rh1^G69D^* (Ryoo et al., 2007), *UAS-Perk^WT^* (RRID: BDSC_76248)*, UAS-Perk^KD^* (Malzer et al., 2010; RRID: BDSC_76249), *UAS-cyto-roGFP-Orp1* (Albrecht et al., 2011; RRID: BDSC_67670), *ey-FLP* (RRID: BDSC_5576), *FRT82B,arm-lacZ* (RRID: BDSC_7369), *FRT82B,p(w^+^)[90E]* (RRID: BDSC_2050), *UAS-lacZ* (RRID: BDSC_1776), *FRT82B,cnc^K6^/TM6B* (Veraksa et al., 2000), *FRT82B, cnc^vl110^* (Mohler et al., 1995), *FRT82B,Ire1^f02170^/TM6B* (Ryoo et al., 2013; RRID: BDSC_18520), *FRT82B,Perk^e01744^* (Wang et al., 2015; RRID: BDSC_85557), *FRT82B, Xrp1^M2-73^* (Lee et al., 2018; RRID: BDSC_81270), *Xrp1^HA^* (Blanco et al., 2020), *Atf6^LL07432^* (Kyoto DGGR, #142049), *crc^1^* (Hewes et al., 2000; RRID: DGGR_105823), *Thor^k13517^* (*Thor-lacZ*)(Bernal and Kimbrell, 2000; RRID: BDSC_9558), *uas-crc^leaderless^* (Vasudevan et al., 2020), *uas-gadd34 RNAi* (VDRC #107545). The *gadd34* RNAi line was expressed together with *uas-dicer2* on the 3rd chromosome to enhance knockdown efficiency.

### Identification of ATF4 and Xrp1 binding sites in the *gstD1/gstD2* intergenic enhancer

We modified an existing Python code that that uses TBP position frequency matrix to predict TATA boxes (Stevens and Boucher, 2015) to calculate transcription factor binding scores. We deposited this modified Python code in Github (https://github.com/finnroach/transcription-factor-binding; copy archived at swh:1:rev:32ecddcc5cd7c8a22b2bb3db073162fc62d79447; Finnegan, 2021).

To identify putative ATF4 binding sites in the *gstD1* upstream enhancer, we utilized the position frequency matrix (PFM) information of human ATF4 available on JASPAR (jaspar.genereg.net, Matrix ID:MA0833.1). The code outputs only binding sites with scores that are greater than 76% of the optimal ATF4 binding sequence. This cutoff both picks up two known ATF4 binding sites within the *Drosophila Thor* intron sequence (Kang et al., 2017) and allows leeway to find slightly lower affinity binding sites. Inputting the *gstD1* enhancer sequence into this code revealed three unique putative ATF4 binding half-sites with the following sequences: cgttccctcatac (77% of optimal binding score), aatttcatcattt (83% of optimal binding score), and tatttcatcaccc (86% of optimal binding score).

To score putative Xrp1 binding sites, we used information available from a previous Xrp1 ChIP-seq study. The sequence logo of Xrp1 position frequency matrix was reported previously (Baillon et al., 2018). The Xrp1 position frequency matrix itself is available from the link (https://www.biorxiv.org/content/10.1101/467894v1). We show in Figure 8 the outputs of sites with scores greater than 95 % of the optimal Xrp1 binding sequence.

### Generation of transgenic lines: *gstD^WT^-GFP*, *gstD^∆ATF4^-GFP,* and *gstD^Xrp1m^-GFP*

To construct the *gstD^WT^-GFP* reporter, we amplified the entire genomic region of *gstD-GFP* flies containing the *gstD-GFP* reporter, then cloned the amplicon into BglII/NotI-digested pattB using InFusion cloning (ClonTech). To make *gstD^∆ATF4^-GFP*, we used commercial gene synthesis (General BioSystems, Inc) to reconstruct the entire reporter region previously amplified by PCR for the creation of *gstD^WT^-GFP*, but with the predicted ATF4-binding sites deleted. The three deleted sequences are (in the order of from that closest to *gstD2* towards the *gstD1* coding sequence): ggtgatgaaata, aatgatgaaatt, atgagggaa.

To generate the *gstD^Xrp1m^-GFP* reporter, we performed directed mutagenesis on the *gstD^∆ATF4^-GFP* to mutate the remaining Xrp1 binding site. Specifically, the sequence ttgtgaaatc was mutated to ttcccgggtc. The wild type and mutant *gstD-GFP* DNA were then subcloned into the pattB vector, and sent to BestGene.Inc (Chino Hills, CA) for embryo injection. Standard phiC31 integrase-mediated germline recombination approach (Groth et al., 2004) was used to target the plasmids to an attP landing site at cytological position 51 C (Bloomington Stock Center, #24482).

### Affinity-based isolation of EGFP-labeled nuclear membranes and RNA extraction

We followed published protocols to isolate GMR > EGFP::Msp-300^KASH^-positive nuclei (Hall et al., 2018; Ma and Weake, 2014). We dissected eye-antennal discs from approximately 100 larvae per sample in phosphate buffered saline (PBS), pH 7.4 with 0.1% Tween-20 (Sigma-Aldrich, cat. #P7949). We then washed dissected discs in ice-cold nuclear isolation buffer (10 mM HEPES-KOH, pH 7.5; 2.5 mM MgCl_2_; 10 mM KCl), then lysed cells in 1 mL of ice-cold nuclear isolation buffer in a 2 mL Dounce homogenizer (VWR, cat. #62400–595). We next filtered the homogenate through a 40 µm Flowmi cell strainer (WVR, cat. #BAH136800040), after which we incubated a 20 µL pre-isolation aliquot of the filtrate with 0.1 µg/mL 4′,6-diamidino-2-phenylindole (DAPI) (Millipore-Sigma, cat. #D9542) and mounted on a slide for imaging (Fisher, cat. #12-550-433). We incubated the remaining filtrate with anti-EGFP-coupled protein G Dynabeads (Invitrogen, cat. #10,003D) for 1 hr at 4°C with gentle end-over-end rotation. Next, we collected the beads using a magnetic microcentrifuge tube holder (Sigma, cat. #Z740155) and washed the collected beads with wash buffer (PBS, pH 7.4; 2.5 mM MgCl_2_), then resuspended the beads in a final volume of 150 µL of wash buffer. We incubated an aliquot of the post-isolation sample with 0.1 µg/mL DAPI and mounted the sample on a slide for imaging. Finally, we suspended the post-isolation nuclei in 1 mL of Trizol reagent (Life Technologies, cat. #15596018) for RNA extraction following standard procedures. Prior to RNA precipitation with isopropanol, we added 0.3 M sodium acetate and glycogen (Invitrogen, cat. #AM9510) to facilitate visualization of the RNA pellet. We then suspended the pellet in RNAse-free water and purified it using a Qiagen RNeasy MinElute cleanup kit (Qiagen, cat. #74204) following standard protocols.

### Preparation of cDNA libraries, RNA-Seq, and data processing

The NYU Genome Technology Center performed library preparation and RNA sequencing. We quantified RNA on an Agilent 2100 BioAnalyzer (Agilent, cat. #G2939BA). For cDNA library preparation and ribodepletion, we utilized a custom *Drosophila* Nugen Ovation Trio low-input library preparation kit (Tecan Genomics), using approximately 1.5 ng total RNA per sample. For sequencing, we performed paired-end 50 bp sequencing of samples on an Illumina NovaSeq 6000 platform (Illumina, cat. #20012850) using half of a 100 cycle SP flow cell (Illumina, cat. #20027464). We used the bcl2fastq2 Conversion software (v2.20) to convert per-cycle BCL base call files outputted by the sequencing instrument (RTA v3.4.4) into the fastq format in order to generate per-read per-sample fastq files. For subsequent data processing steps, we used the Seq-N-Slide automated workflow developed by Igor Dolgalev (https://github.com/igordot/sns; Dolgalev, 2021). For read mapping, we used the alignment program STAR (v2.6.1d) (Dobin et al., 2013; Dobin and Gingeras, 2015) to map reads of each sample to the *Drosophila melanogaster* reference genome dm6, and for quality control we used the application Fastq Screen (v0.13.0) (Wingett and Andrews, 2018) to check for contaminating sequences. We employed featureCounts (Subread package v1.6.3) (Liao et al., 2014) to generate matrices of read counts for annotated genomic features. For differential gene statistical comparisons between groups of samples contrasted by genotype, we used the DESeq2 package (R v3.6.1) (Love et al., 2014) in the R statistical programming environment. For filtering of stably induced genes, we calculated the coefficient of variation (CV) of FPKM-normalized counts for all genes across all three *GMR > Rh1^G69D^* samples, and excluded genes with a CV greater than 0.3 from downstream analyses (Liang et al., 2020).

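Of the 146 genes higher in *GMR > Rh1 G69D* samples at an adjusted p under 0.05, 50 had a coefficient of variation of the deposited FPKM above 0.3 across the 3 *GMR > Rh1 G69D* libraries, and 96 were kept. That is 65.8%, against 65.4% (7724 genes) of all tested genes. The median coefficient of variation of the genes higher was 0.231. Those of *GstD1*, *GstD3*, *GstD10*, *GstD9*, *Sod2*, *Jafrac1* and *GstS1* were all under 0.3. The share kept moved with the fit. With DESeq2 in place of edgeR, 507 genes were higher and 373 of them were kept by the filter. Without control replicate 3, 1136 of 1305 were kept, and without control replicate 1, 24 of 56.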

### Antibodies, and immunofluorescence and confocal microscopy

To generate a guinea pig anti-Xrp1 antibody, we expressed the Xrp1 long isoform (isoform F) cloned in pSV272 (Francis et al., 2016) in BL21 pLys *E. coli* strain by IPTG induction. After cells lysis and sonication in pre-chilled binding buffer (20 mM Tris pH 8.0, 0.5 M NaCl, 5 mM imidazole), we centrifuged the lysate and washed the insoluble pellet containing His-tag fused recombinant Xrp1 in wash buffer (20 mM Tris pH 8.0, 0.5 M NaCl, 5 mM imidazole), and then solubilized the pellet in denaturing buffer (8 M Urea with 20 mM Tris pH 8.0 and 100 mM NaCl). We ran the solubilized fraction containing His-Xrp1 through a Ni^2+^-NTA column and washed the column with reducing concentrations of Urea in the denaturing buffer for purification and re-folding. We eluted His-Xrp1 from the column with Tris buffer containing 400 mM imidazole, and sent the purified protein for custom polyclonal antibody production (Covance Inc). The crude antiserum was affinity purified and used at 1:10 dilution for immunolabeling.

We immunoprecipitated EGFP-labeled imaginal disc nuclei with mouse anti-EGFP (Roche, cat. #11814460001). For immunofluorescence, we used the following primary and secondary antibodies at the indicated dilutions: rabbit anti-β-Gal (1:500, MP Biomedicals, cat. #55976), Rabbit anti-GFP (1:500 Invitrogen #A6455), chicken anti-EGFP (1:500, Aves lab, cat. #GFP-1020), mouse anti-Rh1 (1:500, Developmental Studies Hybridoma Bank (DSHB), 4C5 concentrate), rat anti-Elav (1:50, DSHB, 7E8A10 concentrate), mouse anti-Wingless (1:25, DSHB, 4D4), mouse-anti-HA (1:500, Cell Signaling, 2,367 S), Alexa Fluor 647 goat anti-mouse (1:500, Life Technologies, cat. #A-21235), Alexa Fluor 488 goat anti-chicken (1:500, Life Technologies, cat. #A-11039), Alexa Fluor 546 goat anti-rabbit (1:500, Life Technologies, cat. #A-11035).

We followed standard protocols for whole-mount immunofluorescence. We fixed discs in 1 X PBS with 0.2% Triton X-100 (Millipore-Sigma, cat. #T8787) (PBTx 0.2%) and 4% paraformaldehyde (Alfa Aesar, cat. #43368) for 20 min at ambient temperature with gentle rocking. Next, following three short rinses with PBTx 0.2%, we incubated discs with primary antibodies in PBTx 0.2 % for 1 hr at ambient temperature with gentle rocking. Following primary antibody incubation, we washed discs for 3*10 min with PBTx 0.2%, then covered from light and incubated with secondary antibody in PBTx 0.2% for 1 hr at ambient temperature with gentle rocking. Following secondary antibody incubation, we washed discs 3*10 min with PBTx 0.2%, then mounted in 50% glycerol (Millipore-Sigma, cat. #G5516) with 0.1 µg/mL DAPI. For all confocal micrographs, we captured images on a Zeiss LSM 700 confocal microscope (Carl Zeiss). For image acquisition, we scanned all imaginal discs under a 40 X water objective, and all isolated nuclei under a 100 X oil objective.

### S2 cell culture, RNAi, and drug treatments

We cultured *Drosophila* S2 cells in ambient conditions in S2 cell medium (Fisher, cat. #21720024) supplemented with 1% penicillin/streptomycin (Life Technologies, cat. #15-140-122) and 10% heat-inactivated FBS (Fisher, cat. #10082147). For maintenance of cell lines, we passaged cells every 3–4 days and utilized them for experiments between passages 6 and 15.

We performed RNAi using a modified dsRNA bathing protocol (Ryoo et al., 2007). We generated dsRNA against *cncC*, *Perk, Xrp1* and *crc* mRNAs following an established T7 in vitro transcription protocol (ThermoFisher, cat. #AM1334) (Armknecht et al., 2005). On day 0, we added approximately 20 µg of the indicated dsRNA to 1 mL containing 10^6^ cells in serum-free S2 cell medium in a six-well dish. After 30 min of incubation at ambient temperature, we added 3 mL of S2 cell medium with serum and incubated the cells at ambient temperature. On day 3, we harvested the cells, resuspended them at 1*10^6^ cells/mL in serum-free S2 cell medium, and subjected them to another round of dsRNA bathing as described above. On day 6, we re-plated cells at a concentration of ~2*10^6^ cells/mL for drug treatments. For drug treatments, we exposed cells to either 20 mM paraquat (Sigma, cat. #856177) or 10 µg/mL tunicamycin (Fisher, cat. #351610) for the indicated times, then harvested and resuspended the treated cells in 500 µL Trizol reagent. Following RNA isolation, we then treated the samples with Turbo DNAse (Invitrogen, cat. #AM1907) for 25 min at 37°C to remove traces of contaminating genomic DNA. We utilized the following oligos to generate T7 double-stranded RNA:

- EGFP-F: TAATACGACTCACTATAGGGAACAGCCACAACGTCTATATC
- EGFP-R: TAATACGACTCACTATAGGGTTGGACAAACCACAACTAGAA
- PERK-F: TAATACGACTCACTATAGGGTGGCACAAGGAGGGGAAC
- PERK-R: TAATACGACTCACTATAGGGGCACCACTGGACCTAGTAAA
- CncC-F: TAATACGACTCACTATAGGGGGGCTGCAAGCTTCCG
- CncC-R: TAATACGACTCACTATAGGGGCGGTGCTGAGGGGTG
- ATF4-F: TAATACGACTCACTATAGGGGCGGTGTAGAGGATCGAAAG
- ATF4-R: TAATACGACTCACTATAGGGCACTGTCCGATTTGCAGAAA
- Xrp1-F: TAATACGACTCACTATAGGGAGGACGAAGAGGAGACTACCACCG
- Xrp1-R: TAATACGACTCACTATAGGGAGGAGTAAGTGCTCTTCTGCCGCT

### Molecular biology and qRT-PCR

We amplified the gstD-GFP reporter from transgenic fly genomic DNA for InFusion cloning into BglII/NotI-digested pattB using the following oligos: gstD-GFP-F: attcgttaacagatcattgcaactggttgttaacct gstD-GFP-R: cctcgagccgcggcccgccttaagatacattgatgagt.

For qRT-PCRs, we reverse transcribed approximately 500 ng of total RNA from S2 cells in a 20 µL reaction with random primers using Maxima H reverse transcriptase (Thermo Scientific, cat. #EP0752) following manufacturer protocols. From this, we used 1 µL of cDNA per well for qPCR on a BioRad CFX96 Touch Real-Time PCR Detection System (BioRad, cat. #1855196) using Power SYBR Green PCR master mix (Life Technologies, cat. #4367659). We determined cycle threshold (C_t_) values with BioRad CFX Manager software. For mRNA fold change calculations, we used the ∆∆C_t_ method, normalized to the housekeeping gene *RpL15* (Livak and Schmittgen, 2001). We used the following oligos for qRT-PCR:

- RpL15-F: AGGATGCACTTATGGCAAGC
- RpL15-R: GCGCAATCCAATACGAGTTC
- Thor-F: TAAGATGTCCGCTTCACCCA
- Thor-R: CGTAGATAAGTTTGGTGCCTCC gstD2-F: CCGTCTATCTGGTGGAGAAGTA gstD2-R: GAGTTCCCATGTCGAAGTACAG
- EGFP::Msp-300^KASH^-F: GAGGGATACGTGCAGGAGAG
- EGFP::Msp-300^KASH^-R: GATCCTGTTGACGAGGGTGT
- Gstd1-F: CATCGCGAGTTTCACAACAG
- Gstd1-R: GTTGAGCAGCTTCTTGTTCAG
- Gstd9-F: TTGCCGTTCCATCCTGATGAC
- Gstd9-R: GCTTAAGATGCTCGCCGGCAT
- Gstd10-F: TGCCGCTCTGTTCTGATG
- Gstd10-R: CTAGCTCGGGTGTTGATAAT
- SOD2-F: TCGCAAACTGCAAGCCTG
- SOD2-R: CATGATCTCCCGGCAGAT
- JAFRAC1-F: ATCATTGCGTTCTCGGAG
- JAFRAC1-R: GCGTGTTGATCCAGGCCAA

### Quantification of gstD-GFP pixel intensity changes

We used ImageJ (https://imagej.nih.gov/ij/index.html) to calculate average pixel intensities of gstD-GFP signals from eye disc microscopic images. We specifically measured pixel intensities of the *GMR-Gal4* expressing region in posterior eye discs. To calculate fold change of the gstD-GFP signal, we divided the average pixel intensities of interest with that from control discs. Statistical significance was assessed through two tailed t tests unless otherwise stated. We plotted graphs using the ggplot2 package in the R programming environment.

### Sample preparation for CUT and RUN

Approximately, 100 tissues including eye, wing, leg discs and brains for each experimental condition were isolated from third instar wandering larvae (Genotype: *hspflp; FRT42/Cyo;Xrp1[HA-1]/TM6B*). The isolated tissues were soaked in 2 mM DTT for 6 hr in S2 media at RT in shaking condition. After incubation, samples were centrifuged at 1200 rpm for 5 min at 4° and 1 X trypsin was added to the pellet to isolate single-cell suspension. Trypsin digestion was continued for 4 hr at RT in a nutator. After digestion, the reaction mixture was centrifuged at 1200 rpm for 5 min and the isolated cells were re-suspended in cold wash buffer (2% FBS in 1 X DPBS without Ca/Mg and EDTA). The cells were kept on ice from this step. The cell suspension was filtered using a 40 µm cell strainer. Isolated cells were counted in haemocytometer and approximately 250,000 cells/sample were used for further processing using CUTANA ChIC/ CUT & RUN kit (Epicypher, 14–1048) according to the manufacture’s protocol. For IP reaction of HA-tagged Xrp1, ChIP grade anti-HA antibody (Abcam, ab9110) was used. As a control isotype, ChIP grade control IgG was used (Abcam, ab171870).

### Validation of Xrp1 binding to gstD locus by qPCR assay from CUT and RUN sample

A total of 500 picogram of eluted DNA was used as a template for qPCR analysis in a 20 µL reaction with the following primers on a BioRad CFX96 Touch Real-Time PCR Detection System (BioRad, cat. #1855196) using Power SYBR Green PCR master mix (Life Technologies, cat. #4367659). We determined cycle threshold (C_t_) values with BioRad CFX Manager software. For relative fold change in binding event calculations, ∆C_t_ value was evaluated in comparison to the control IgG for each condition, while Δ∆C_t_ was generated by normalizing to unstressed condition (Without DTT). Here, UPD3 was used as a known binding partner of Xrp1 (Baillon et al., 2018) and Tubulin was used as an Xrp1 unbound chromatin control. We used the following oligos for qRT-PCR:

- GstD1 F: TTGCGCTCTTAACGTCGAGAAC
- GstD1 R: CAGCTGGATTTCGGCATTATGT
- UPD3 F: TCGATACTTCTGAACCCGC
- UPD3 R: CCTAAACCCATCACACCT
- Tubulin F: AGCTCGATAACTCCGCATTGGC
- Tubulin R: AGAGCGAGACGGCCGAT

## Data Availability

Sequencing data have been deposited in GEO under the accession code GSE150058. Source Data files have been provided for Figures 2-6 and 8. The following dataset was generated: BrownBS RyooH 2021Transcriptional changes associated with endoplasmic reticulum stress in the eye imaginal disc of *Drosophila melanogaster*NCBI Gene Expression OmnibusGSE150058

How the deposited data were processed for this re-analysis (not part of the article)

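RNA was measured in nuclei of eye discs of larvae, in 3 control samples and 3 *GMR > Rh1 G69D* samples. The sample titles give the genotype and the replicate number, and each column was assigned to its sample by both. The same replicate numbers occur in the 2 genotypes, but each sample was a separate pool of about 100 larvae, so the main comparison was not paired.

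The authors aligned the reads with STAR (2.6.1d) to dm6 and counted them per annotated gene with featureCounts (Subread 1.6.3), and these raw counts were deposited without normalization. The authors' normalized counts, a signal scaled by library size, were deposited as the same counts divided by 1 size factor per sample. The size factors computed here from the raw counts were 1.06 to 1.07 times those that the deposited normalized counts give. The authors' FPKM values were deposited as counts divided by gene length and by the total count of the library. Gene lengths were taken from the ratio of the raw counts to the deposited FPKM. The annotation release and the strand setting of the counting are not named in the paper's text. Of the 17433 genes listed, 17330 were matched to the reference annotation, 13720 of them by symbol and 3610 by a synonym.

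The raw counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by edgeR's filterByExpr, libraries were normalized by the TMM method, and the genotypes were compared with the quasi-likelihood F test. P-values were adjusted by the Benjamini-Hochberg method over the 11818 genes tested, and genes with an adjusted p under 0.05 were counted as changed. Standard errors were taken as the log2 fold change divided by the square root of the F statistic, and 95% confidence intervals were made from them. Gene lists were tested with the camera function of limma 3.58.1 with an inter-gene correlation of 0.01 and a two-sided p, and their value is the median log2 fold change. The lists were written from gene symbols, because the GO terms' full membership is not given in the paper's text. Following the paper, genes higher were called stable when the coefficient of variation of FPKM over the 3 *GMR > Rh1 G69D* samples was at most 0.3.

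Named genes are those whose RNA the paper's text, Figure 1D or its qRT-PCR names, the remaining delta glutathione S-transferase genes, and the 5 higher and 5 lower genes with the largest absolute log2 fold change among changed genes with an average log2 CPM of at least 3, a coefficient of variation of FPKM of at most 0.3 in the genotype where the gene was higher, and no overlap between the genotypes. Genes outside this rule that are named were chosen after their values were seen, apart from members of the gene lists.

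Libraries held between 21773452 and 30884519 counts on genes. The pipeline was tested on simulated data with 200 well-expressed genes changed by at least 2 on the log2 scale, at a dispersion of 0.229 for every gene. The edgeR test recovered 140 of them with 9 wrong calls (6.04% of the calls), and DESeq2 recovered 163 with 28 wrong calls (14.7%). Real genes differ in dispersion, and 430 of the genes changed here changed by less than 2. The shares of wrong calls therefore need not hold for these libraries. The smallest p of a two-sided exact permutation test of 3 samples against 3 is 0.1. Intervals and errors cover the spread between samples, not errors of mapping.

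The alternatives were DESeq2 1.42.0, RLE normalization, no filter, a filter of at least 10 counts in every sample, a replicate block, a gene length correction and both together, limma on log2 of the deposited normalized counts with a pseudocount of 1 and on log2 of the deposited FPKM with pseudocounts of 1 and 0.1, edgeR's robust dispersion, and each library and each same-numbered pair left out in turn. The gene length correction subtracted a smooth fit (lowess, span 0.5) of each library's log2 deviation on log2 gene length. For counts of genes, an adjusted p under 0.01, an absolute log2 fold change of at least 1 and a coefficient of variation of at most 0.2 were tried as well. For gene lists, Fisher's exact test, an inter-gene correlation estimated from the data and the list without *GstD1* and *GstD3* were tried. Sets of random genes matched on length and expression were drawn 10000 times. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The reporter, antibody, S2 cell, qRT-PCR and CUT&RUN experiments of the paper were not analysed here, apart from the qRT-PCR values of Supplementary file 2 that are set beside the RNA-seq.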

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

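The test of chromosome 3 on genes nearly absent in one genotype was chosen only after the result was seen.

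*ImpL3*, which the paper does not discuss, had a log2 fold change of 4.58 (239.7 against 10.1 CPM) and was far above the controls in all 3 *GMR > Rh1 G69D* libraries. Its log2 fold change was 4.43 after the gene length correction and ranged from 4.22 to 4.89 over the alternatives, so gene length alone does not account for it. Its exons overlap no other annotated gene. It lies on chromosome 3L and belongs to the 141 genes with a log2 change of at least 2 that were not absent in either genotype. Of these, 55.3% lay on chromosome 3 against 44.7% of tested genes (two-sided Fisher's exact test, p = 0.0132). A difference between chromosome 3 of the 2 genotypes may therefore contribute to this group. The share of this group on the left arm, where *ImpL3* lies, was 23.4% against 20.5% (two-sided Fisher's exact test, p = 0.401). Genes nearly absent in one genotype, to which *ImpL3* does not belong, lay on the left arm more often (80.0% against 20.5%, two-sided Fisher's exact test, p = 1.34e-06). Some of those genes are close neighbours, while these tests take genes as independent, so the p-values may overstate the evidence. A response of *ImpL3* to *Rh1 G69D* remains a hypothesis.

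Signal appeared in 10 genes that had at most 2 counts in every control and at least 20 in every *GMR > Rh1 G69D* library, and which the paper does not discuss. Another 5 genes had the opposite pattern. Of these 15 genes, 13 lay on chromosome 3 (86.7% against 44.7% of tested genes, two-sided Fisher's exact test, p = 0.00116), and 12 of them on its left arm. Some are close neighbours, such as *CG12289*, *CG7551* and *CG6140* (chromosome 3L, 11457076 to 11465864), or *Rpn12R* and *EAChm*. The test takes genes as independent, so its p overstates the evidence where neighbours change together. A chromosome 3 of different origin in the 2 genotypes, carrying different variants, is a candidate explanation for such all-or-none differences. Sequence variants were not analysed here. A biological response cannot be told apart from this explanation for the 13 genes on chromosome 3. The other 2, *Obp56e* and *CR43417*, lie on chromosome 2R, and variants on chromosome 3 do not account for them directly. The genotypes that the paper lists for its other experiments place *UAS-Rh1 G69D* on chromosome 2. That chromosome may thus also differ between the genotypes, and a difference of background is not excluded for these 2 genes.

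Ribosomal protein genes, which the paper does not discuss as a group, had a median log2 fold change of 0.84, and 84 of the 85 tested were above 0. They took 5.43% to 7.28% of the counts in *GMR > Rh1 G69D* libraries and 2.33% to 4.48% in controls. Past the threshold over all genes were 11 of them, against 53 with DESeq2, 28 with the replicate block, 12 after the gene length correction and 80 without control replicate 3. Without control replicate 1, control replicate 2 or *GMR > Rh1 G69D* replicate 2 the number was 0, with 52, 45 and 48 of them at an unadjusted p under 0.05, and without both samples of replicate 1 or 2 it was also 0, with 51 and 8 of them at that level. The median after that correction was 0.66. Of 10000 random sets of genes matched on length and expression, a share of 0.0001 had a median as high, the smallest share they can give, so length and expression level do not fully account for the shift. More cytoplasmic RNA in the *GMR > Rh1 G69D* preparations could raise these mRNAs. The mRNAs of the mitochondrial genome, which lie outside the nucleus, had a median log2 fold change of 0.64 and all 13 were above 0, but their share of the counts overlapped between the genotypes (0.880% to 1.25% against 0.452% to 1.04%). The shift of the ribosomal protein genes cannot be told apart from this explanation.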

How the results depend on the processing

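All alternatives were chosen before the data were examined, apart from DESeq2 with its default filtering level, which was chosen after the data were seen.

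The direction of *GstD1*, its rank of 1 by p and its side of the threshold were the same in all 20 alternatives, with log2 fold changes from 7.47 to 8.39. *GstD3* and *GstD10* stayed past the threshold in all of them as well, with log2 fold changes from 3.39 to 4.14 and from 2.74 to 4.14. The glutathione S-transferase list stayed past it in all of its alternatives, with medians from 0.39 to 0.95.

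The number of changed genes depended on the tool and on the libraries. Against 586 genes (146 higher, 440 lower, 96 higher and stable) with edgeR, DESeq2 gave 1464 genes (507 higher, 957 lower, 373 higher and stable). With its default filtering level, it gave 1437 (493, 944 and 361). On simulated data, DESeq2 recovered more of the changed genes than edgeR but made more wrong calls. That simulation had the same dispersion for every gene and only large changes. It does not show how many of either tool's calls are wrong here. Limma on the deposited normalized counts gave 238 genes higher and 177 higher and stable. With the filter of at least 10 counts in every sample, 160 genes were higher and stable. Limma on FPKM gave 233 genes lower with a pseudocount of 1, and 357 genes changed and 210 lower with a pseudocount of 0.1. The share of higher genes among changed genes was 24.9% with edgeR, 34.6% with DESeq2, 42.2% on FPKM with a pseudocount of 1 and 41.2% with 0.1. On FPKM the median of all genes also moved, from 0.04 to 0.10 and 0.13. At an adjusted p under 0.01, 181 genes changed (41 higher, 140 lower). Across the 9 fits that left out one replicate or one same-numbered pair, the counts ranged from 83 to 2504 genes changed, 36 to 1305 higher, 47 to 1199 lower and 21 to 1136 higher and stable. The upper ends came from leaving out control replicate 3. The share of higher genes ranged from 16.7% to 52.1% over these 9 fits. The cause was not tested.

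With a replicate block, 734 genes changed against 586 without it, 253 against 146 were higher, 481 against 440 lower and 190 against 96 higher and stable. The medians of the lists were 0.70 against 0.62 for glutathione S-transferases, 0.54 against 0.50 for redox genes and 0.35 against 0.34 for ER genes. Same-numbered samples shared little of their deviation from their genotype's mean (correlations across genes of -0.00246, 0.0744 and 0.162, mean 0.0779), and they came from different animals.

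With the gene length correction, 461 of the 586 genes (78.7%) remained changed. It reversed the sign of *Xrp1* (0.20), *PEK* (0.028), *cnc* (0.058), *PPP1R15* (-0.13), *GstD2* (-0.24) and *Msp300* (0.77), and together with the block the values were 0.19, 0.032, 0.050, -0.12, -0.52 and 0.79. *GstD2* was also reversed with DESeq2 (-0.019), RLE normalization (-0.020), the block alone (-0.35), limma on normalized counts (-0.46) and limma on FPKM with a pseudocount of 0.1 (-0.25), and *Xrp1* with limma on FPKM (0.076 with a pseudocount of 1 and 0.077 with 0.1). None of these genes passed the threshold in any of these settings. Over the leave-one-out fits the log2 fold change ranged from -1.42 to 0.93 for *GstD2*, from -0.10 to 0.15 for *Xrp1*, from -0.72 to 0.020 for *Atf6*, from -0.00062 to 0.18 for *PPP1R15* and from -1.10 to 0.41 for *upd3*. The low counts of *GstD2* and *upd3* limit what can be said of them. On FPKM the median of all genes rose from 0.04 to 0.10 and 0.13, so the reversal of *Xrp1* there may reflect the scaling of all genes. With RLE normalization the median fell to 0.01, and *GstD2*, at 0.00038 in the main fit, is open to the same reading. The cause of the reversals was not tested further.

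The list of redox genes had an odds ratio of 0 by Fisher's exact test, since 0 of its genes passed the threshold, while 9 had an unadjusted p under 0.05. The number past the threshold was 3 with DESeq2, 1 with the replicate block and 11 without control replicate 3. With the inter-gene correlation estimated from the data, the redox list (0.50, p = 0.238) and the ER list (0.34, p = 0.246) no longer passed. Gene length and log2 fold change had a rank correlation of -0.21 across genes, and of -0.53 among genes with an average log2 CPM of at least 3. The cause was not tested.

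Among the other values of single genes, 5 became weaker and 10 stronger in the leave-one-out fits, and 1 became weaker and 3 stronger in the other settings.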

Differences from the paper's values

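The log2 fold change of *ninaE* was 3.66, and the paper's value in Supplementary file 1 is 1.75. None of the 20 alternatives set before the data were examined closed the gap, with values from 2.98 to 6.08.

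The log2 fold change of *Jafrac1* was 0.82, and the paper's value is about 1.1 in Fig. 1D, read by eye. The paper's value in Supplementary file 1 is 0.63, from which 0.82 did not differ beyond its error, nor did the values of 14 of the 20 alternatives. The rest of this paragraph concerns the value of Fig. 1D. Of the alternatives set before the data were examined, 8 came within the error of the paper's value: the replicate block (0.90), limma on the deposited normalized counts (0.87), limma on FPKM with a pseudocount of 1 (0.98) and of 0.1 (0.99), and the fits without control replicate 3 (1.19), without *GMR > Rh1 G69D* replicate 1 (0.90), without *GMR > Rh1 G69D* replicate 3 (0.84) and without both samples of replicate 3 (1.20). The other alternatives, from 0.61 to 0.83, did not.

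The -log10 adjusted p of *GstD1* was 7.44 with edgeR, and the paper's value is 180. With DESeq2, the tool that the paper's methods name, it was 172. The other alternatives set before the data were examined did not close the gap.

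The paper counts *Sod2*, *Jafrac1*, *GstD9* and *GstS1* among the genes induced, and none of the 4 passed the threshold here. The paper also has qRT-PCR of whole discs, with mean increases of 3.63-fold for *GstD9*, 2.09-fold for *Jafrac1* and 1.50-fold for *Sod2*. No single experiment was below 1.23-fold for these genes. *Jafrac1* (adjusted p = 0.0809) passed with DESeq2 (0.0315), the replicate block (0.0376), limma on the deposited normalized counts (0.0461), without control replicate 3 (0.00252) and without both samples of replicate 3 (0.0152), and its adjusted p ranged from 0.00252 to 0.427 over the alternatives. *Sod2* (0.140), *GstD9* (0.141) and *GstS1* (0.294) passed only without control replicate 3, with 0.0191, 0.0280 and 0.0338. Over the alternatives their adjusted p ranged from 0.0191 to 0.502, from 0.0280 to 0.495 and from 0.0338 to 0.814.

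The paper places *gstD9* beside *gstD1* among the most prominently induced genes, and *GstD9* ranked 754 by p among the genes higher here. By the paper's qRT-PCR of whole discs the mean increases were closer, at 3.63-fold for *gstD9* and 4.25-fold for *gstD1*.

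The paper states that genes of redox homeostasis were enriched. The redox list used here had a median log2 fold change of 0.50 (n = 25 genes, p = 6.60e-05, limma's camera), but 0 of its genes passed the threshold and 9 had an unadjusted p under 0.05. Some alternatives set before the data were examined had genes past the threshold: 3 with DESeq2, 1 with the replicate block, 1 with limma on the deposited normalized counts, 11 without control replicate 3 and 6 without both samples of replicate 3. The other alternatives had 0, with at most 14 at an unadjusted p under 0.05.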

Other observations

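The tests of the control line and of dilution for *GstD1*, of carried-over RNA, of fat body RNA, of subsets of the libraries and of hemocyte and photoreceptor markers were chosen only after the result was seen.

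*GstD1* was nearly absent in the controls, with 22 to 43 counts per library. If its reads had been counted on paralogs there, the summed CPM of the delta genes would be similar in both genotypes, but it was 24.7 times as high in *GMR > Rh1 G69D* libraries. The RNA-seq fold change of *GstD1* was 66.9 times the mean fold change by the paper's qRT-PCR of discs, where it ranged from 1.31 to 11.0 over 7 experiments. The highest such ratio among *GstD9*, *Jafrac1* and *Sod2* was 1.13. That of *GstD9* was 0.541 and that of *Jafrac1* 0.846, the opposite of what dilution of the qRT-PCR by cells outside the *GMR* domain would give for these 2 genes. The qRT-PCR was normalized to *RpL15* and the RNA-seq to library size, so the ratios mix scales. *RpL15* itself changed by 0.67 on the log2 scale here (standard error 0.30, adjusted p = 0.196 from edgeR's test). The RNA-seq fold changes of *GstD9* and *Jafrac1* were at most 1.96, too small for an excess like that of *GstD1* to appear. Dilution of *GstD1* itself thus remains a candidate explanation. A *GstD1* level particular to the control line of the RNA-seq is another for the size of its change, and neither explanation can be told apart from the other with these libraries. *GstD1* lies on chromosome 3R, and the genes changed by a log2 fold change of at least 2, *GstD1* among them, were on chromosome 3 more often than tested genes (p = 0.0132, two-sided Fisher's exact test), with 45 of 141 on its right arm. Genes changed by less than 2 were not (45.2% against 44.7%, p = 0.882, two-sided Fisher's exact test). The test takes genes as independent, though *GstD1*, *GstD3* and *GstD10*, all changed by at least 2, lie close together.

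*ninaE* had 1222 counts in control replicate 2 against 63 and 65 in the other controls. If RNA carried over from a *GMR > Rh1 G69D* library were the source, 19.0% of the *ninaE* level would have been carried over, and 2001 counts of *GstD1* would be seen there, against the 22 that were. If mature photoreceptors were the source, their genes could be highest in that control. Of a list of 11 such genes 8 had enough counts to test, and 1 of the 8 was highest there (one-sided exact binomial test against 1 in 3, p = 0.961). This does not settle the matter. The 8 include genes high in every control, such as *Galphaq* (239 to 509 CPM) and *rdgA* (197 to 289.5 CPM), in which a small contribution would not show. Of the 3 genes with too few counts, *Rh2* (0, 13 and 1 counts in the controls) and *ninaG* (0, 43 and 9) were highest in control replicate 2. The list did not include *Rh3*, *Rh4*, *Arr2*, *trp* and *ninaC*, whose values had been seen before the list was written and which were highest in that control, while *Arr1* and *norpA*, also seen before, were not. RNA of mature photoreceptors is therefore not excluded. The cause remains open.

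Control replicate 3 lay closest to the *GMR > Rh1 G69D* libraries on the first principal component (0.40, where 0 is the mean of the controls and 1 that of the *GMR > Rh1 G69D* libraries). After the gene length correction it lay at 0.372. It had the highest CPM of all 6 fat body markers among the controls, and without these and the genes that follow them most closely (1182 genes in all) it still lay at 0.377. All 6 markers were also higher in it than in every *GMR > Rh1 G69D* library (*Lsp1beta* 121 CPM against 1.53 to 12.4). They set it apart from both genotypes, so leaving them out cannot test why it lay near the *GMR > Rh1 G69D* libraries. The position thus did not rest on those 1182 genes or on the smooth trend with gene length that the correction subtracts. How much dependence on length remained is not shown, so length is not excluded as a reason for its place. A sample labelled with the wrong genotype is not in line with its 43 counts of *GstD1*. No biological explanation was tested.

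The base means in the paper's Supplementary file 1 differed from those of the 6 libraries. The spread of the log2 ratio (median absolute deviation from its median, not an SD) was 0.135 over 1999 genes. If the paper's table had used a subset of these libraries, some subset would give the table's values, but the smallest spread over the 63 subsets was 0.0601. The paper's table therefore may rest on other libraries or other counts than the 6 analysed here.

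The hemocyte markers had a median log2 fold change of 0.75 and 7 of 10 were above 0, from -0.68 to 1.39, with 3 past the threshold. Over the alternatives the number above 0 was at most 9, for example with the replicate block. Past the threshold were 5 without control replicate 3, and 1 without control replicate 1 or 2. The hemocyte markers did not all rise together. More hemocyte RNA in the *GMR > Rh1 G69D* libraries is thus a possible explanation that cannot be told apart from changes of single genes. All 10 photoreceptor markers were lower, from -3.20 to -0.26 (median -1.46), and 7 passed the threshold. Their median ranged from -1.63 to -1.13 over the alternatives, and 1 was above 0 after the gene length correction. Past the threshold were 8 without control replicate 3, but 4 when any other library was left out. Fewer photoreceptor nuclei may contribute, but the markers did not fall by a similar amount, and a lower expression in these cells cannot be told apart from it. The 6 salivary glue genes were all lower (median -3.89), with 1 past the threshold. All 6 were higher in control replicates 1 and 3 than in every *GMR > Rh1 G69D* library. *Sgs3* had 130, 5.23 and 355 CPM in controls, against 0.152, 1.80 and 27.0 CPM, so control replicate 2 overlapped. The cause was not tested.

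Of the 10 splits of the 6 libraries into groups of 3, 4 part all same-numbered pairs, as the real one does. Only 1 of these 4 splits, the real one, gave as many genes changed, and likewise 1 of 4 for genes higher, for genes lower and for genes higher and stable. A list p as small came from 1 of the 4 splits for glutathione S-transferase genes, from 2 of the 4 for redox genes and from 1 of the 4 for ER genes. The other splits part 1 pair, and over all 10 splits a p as small came from 1, 3 and 2 splits. With so few splits a share under 0.05 cannot be reached. For redox genes, the split by genotype was not the one with the smallest p, either among the 4 or over all 10. For ER genes it had the smallest p among the 4 but not over all 10 (limma's camera, 8.74e-05 against 2.26e-05).

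Long genes were lower in *GMR > Rh1 G69D* libraries. Among the 2954 longest genes (3251 bp or more) the median log2 fold change was -0.24, with 18 genes higher and 266 lower, against 67 higher and 60 lower among the 2958 shortest (1080 bp or less). The rank correlation of length with the deviation of log2 CPM from the mean of the 6 libraries was 0.176, 0.153 and -0.114 in the controls and -0.0895, -0.234 and -0.209 in *GMR > Rh1 G69D* libraries, and only control replicate 3 overlapped with the other genotype. With 3 samples against 3, no two-sided exact test of these values could reach 0.05. If this dependence were the cause of the changed genes, few would remain after its correction, but 461 did. Random genes matched on length and expression had a median as high in a share of 0.0058 of 10000 sets for glutathione S-transferases, 0.0875 for redox genes and 0.054 for ER genes. The glutathione S-transferase list thus stood above such genes. The redox and ER lists did not pass 0.05 in this test, but after the gene length correction their medians were 0.34 and 0.29, with 23 of 25 and 23 of 24 genes above 0 (limma's camera, n = 25 genes, p = 0.00234, and n = 24 genes, p = 0.000130). These p-values hold the inter-gene correlation at 0.01. With it estimated from the data neither list passed even before the correction (n = 25 genes, p = 0.238, and n = 24 genes, p = 0.246). These 2 shifts cannot be told apart from the effect of length and expression level.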
